# Scalable microfluidics for single-cell RNA printing and sequencing

**DOI:** 10.1186/s13059-015-0684-3

**Published:** 2015-06-06

**Authors:** Sayantan Bose, Zhenmao Wan, Ambrose Carr, Abbas H. Rizvi, Gregory Vieira, Dana Pe’er, Peter A. Sims

## Abstract

Many important biological questions demand single-cell transcriptomics on a large scale. Hence, new tools are urgently needed for efficient, inexpensive manipulation of RNA from individual cells. We report a simple platform for trapping single-cell lysates in sealed, picoliter microwells capable of printing RNA on glass or capturing RNA on beads. We then develop a scalable technology for genome-wide, single-cell RNA-Seq. Our device generates pooled libraries from hundreds of individual cells with consumable costs of $0.10–$0.20 per cell and includes five lanes for simultaneous experiments. We anticipate that this system will serve as a general platform for single-cell imaging and sequencing.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-015-0684-3) contains supplementary material, which is available to authorized users.

## Background

A broad set of tools including microarrays [1], RNA-Seq [2], qRT-PCR [3], and RNA-FISH [4–6] now enables multiplexed, genome-wide, or targeted analysis of individual cells. Multiple schemes for transcriptome-wide library preparation have been tailored specifically to single-cell analysis [2, 7–11] and engineered for multiplexing [9, 12] and even mitigation of amplification bias [13]. Despite this progress, single-cell transcriptomics remains technically demanding and expensive, and there exists a need for simpler, more scalable approaches to RNA manipulation. Furthermore, the benefits of profiling hundreds or even thousands of individual cells in parallel from a single specimen for producing ‘cell censuses’ of organs and capturing the responses of rare subpopulations to stimuli are becoming increasingly clear [12, 14, 15].

Microfluidics is playing an increasingly important role in addressing the challenges of manipulating low-input RNA samples and allowing automated, parallel analysis of individual cells [3, 15–20]. Processing low-input and single-cell samples in microscale volumes reduces contamination and reagent consumption while increasing capture efficiencies [16, 18]. Multiple microfluidic platforms for single-cell qRT-PCR and RNA-Seq have been reported [3, 15, 18]. A commercial system from Fluidigm now allows routine, automated cDNA library preparation and pre-amplification from tens of individual cells in parallel [14, 15, 18].

Unlike systems used for population-level analysis of RNA from large bulk samples which employ solid-phase capture, most microfluidic systems capture RNA in solution, keeping the captured material confined by microscale chambers. Hence, when fluid exchange is required for multi-step enzymatic processing of RNA, the captured material must be transferred to a new microfluidic chamber using relatively complex devices [16, 17, 20]. In addition, reagents must be delivered to each chamber independently using individually addressable reagent flow systems for each sample. Solid-phase capture offers numerous advantages, including facile fluid exchange, removal of contaminants, and compatibility with high-resolution imaging. The ability to exchange reagents without physically moving the captured material also facilitates scalability and miniaturization because multiple chambers controlled by on-chip valves are not required to process an individual sample. Here, we report and characterize a scalable, high-density microfluidic system for solid-phase RNA capture on either glass coverslips or polymer beads. As an application of this platform, we demonstrate a low-cost, high-throughput technology for RNA-Seq of hundreds of individual cells in parallel.

## Results and discussion

### PDMS microwell flow cell for single-cell transcriptome capture

Our microfluidic platform is comprised of a simple flow cell with an array of microwells embedded in either the top or bottom of the device similar to what we have reported previously for high-throughput DNA sequencing [21] and digital PCR [22]. We drive fluids through the flow cell manually at a standard laboratory bench by laminar flow using a syringe or pipette. Fluid exchange in the microwells occurs by diffusion, while cells and beads can be loaded by gravity. We fabricate the microwell arrays in polydimethylsiloxane (PDMS), a silicone rubber commonly used in soft lithography [23]. PDMS allows inexpensive, rapid, and repeatable fabrication from molds produced on silicon in photoresist using standard photolithography [23]. In addition, the material properties of PDMS, including its hydrophobicity and flexibility, facilitate reversible sealing of the microwells against a flat surface using mechanical deformation and negative pressure [21, 24] (Fig. 1a) or introduction of oil [25] by laminar flow (Fig. 2a). Several variations on microwell arrays have been reported previously for gene-specific analysis in individual cells [26], targeted analysis of gene panels [27], or paired chain analysis of the antibody repertoire [28]. Here, we have advanced this technology for genome-wide RNA capture and sequencing.

**Fig. 1:**
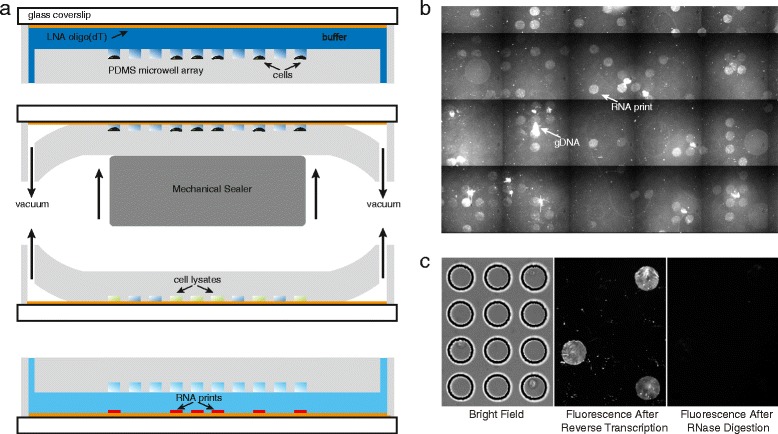
Schematic and fluorescence imaging data for single-cell RNA printing. **a** Cells are first deposited in the microwell array by gravity. The glass surface opposite the microwell array is covalently functionalized with oligo(dT) primers for mRNA capture (orange line). The device is then rapidly and conformally sealed against a glass surface in the presence of lysis buffer, flipped over, and held in a sealed position using negative pressure. Single-cell lysates (green) become trapped in the sealed microwells, and mRNA hybridizes to the oligo(dT) primers on the glass surface, resulting in single-cell mRNA ‘prints’ (red lines). **b** An array of single-cell mRNA prints on a glass coverslip generated using the device in Fig. 1a and imaged after on-chip reverse transcription. The double-stranded RNA/DNA hybrids are stained with SYTOX Orange, an intercalator dye and imaged on the glass surface. More than 96 % of the prints result from individual cells. Note that the bright spots in the image that are not registered with the array originate from genomic DNA aggregates that were not fully removed by DNase digestion. **c** Close-up images of single-cell RNA printing. The left panel is a bright field image of three cells in individual microwells of the array, the middle panel is a fluorescence image of the corresponding RNA prints on the glass surface after reverse transcription and staining with SYTOX Orange, and the right panel is a fluorescence image of the glass surface after RNase digestion, demonstrating that the fluorescent prints originate from captured RNA

**Fig. 2:**
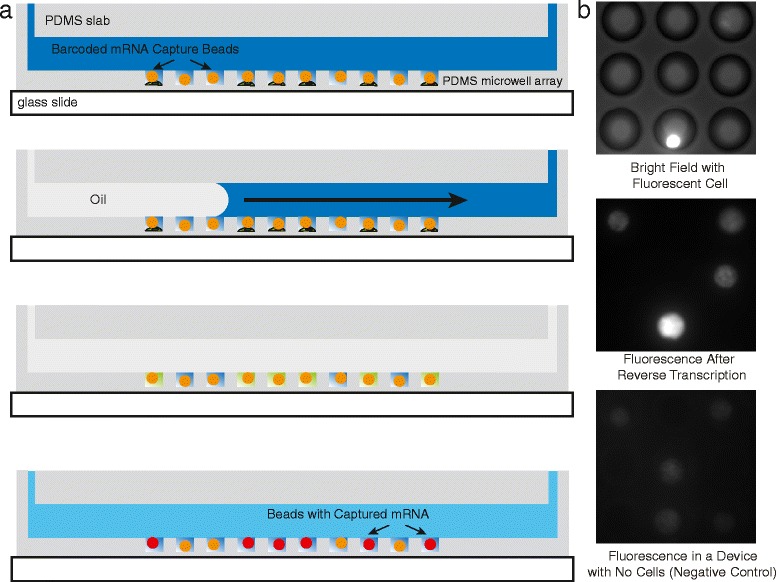
Schematic and fluorescence imaging data for single-cell RNA capture on beads. **a** For mRNA capture on polymer beads, the microwell array is fabricated in a thin PDMS layer on top of a glass slide or coverslip with a microfluidic flow channel above. Cells are first deposited in the microwell array by gravity followed by beads (while circles) covalently functionalized with oligo(dT) primers (orange circular outlines). A lysis buffer is introduced followed by rapid displacement of fluid in the channel with oil, which conformally seals the array. Single-cell lysates (green) become trapped in individual microwells and mRNA hybridizes to the oligo(dT) on the beads (red circular outlines). **b** Close-up images of single-cell RNA capture on beads. The top panel is a bright field/fluorescence overlay of a microwell array in which four microwells contain a bead, but only one contains both a bead and a cell (fluorescently labeled with live stain). The middle panel is a fluorescence image of the array after RNA capture, reverse transcription, and staining with SYTOX Orange. Note that the bead associated with a cell is significantly brighter than the other beads. The bottom panel is a fluorescence image of beads in an array from a negative control experiment involving no RNA or cells, showing that the beads have a certain level of background fluorescence in the presence of stain, which explains the majority of the background signal observed in the beads with no cell in the middle panel

Our device is capable of solid-phase capture of RNA from individual cells via two modes of operation: RNA ‘printing’ on glass and RNA capture on beads. The overall approach is reminiscent of previously reported ‘microengraving’ systems for capturing specific protein secretions from individual cells [29]. In RNA printing mode (Fig. 1a), individual cells are loaded in the microwells, which are fabricated in a PDMS slab that faces a glass coverslip. Oligo(dT) primers are covalently grafted to the glass surface so that mature mRNA molecules can be immobilized by hybridization of their poly(A) tails. Immediately following the introduction of lysis buffer, we seal the microwells by mechanically placing them in conformal contact with the functionalized glass surface. Cell lysis releases mRNA into the solution confined by the microwells, resulting in hybridization to the oligo(dT)-coated glass coverslip. By placing the flow channel under negative pressure, the seal can be maintained in the absence of mechanical force, making the device transportable and readily accessible to an optical microscope [21].

Because the mRNA is immobilized on a glass surface, enzymatic processing steps can take place on-chip, simply by sequential flow of reagents through the device. After incubating the trapped, single-cell lysates with the glass capture surface, we release the seal and vigorously rinse the flow cell with a detergent-containing buffer followed by a reaction mixture containing DNase. Because the oligo(dT) primers comprise locked nucleic acid (LNA) [30], they are resistant to nuclease digestion. The immobilized single-cell mRNA libraries are then reverse transcribed in parallel, and the resulting mRNA/cDNA hybrids can be visualized by fluorescence microscopy after staining with a fluorogenic intercalator dye. Figure 1b shows a fluorescence image of single-cell transcriptome ‘prints’ arrayed on a glass coverslip as described above.

We conducted a simple control experiment to verify that the printed material does, in fact, originate from RNA. While there are some imperfections, including aggregates of genomic DNA that were not fully digested (but are reduced in intensity by DNase treatment), we can show that the vast majority of material imaged in the circular prints originates from RNA. The left panel of Fig. 1c shows a bright field image of a microwell array in which three microwells each contain an individual cell. The resulting RNA prints (middle panel) that can be visualized after reverse transcription are ablated by incubating the surface with RNaseH (right panel), which selectively digests RNA in RNA/DNA hybrids. Conversion of RNA/DNA hybrids to single-stranded cDNA precludes detection using the intercalator dye, and so removal of RNA from the prints eliminates the fluorescence signal almost completely. We note that Fig. 1c also contains some small fluorescent objects associated with the interstitial walls of the microwell array or with microwells that did not contain a cell. These are substantially reduced in intensity by RNase treatment, confirming that they are, in fact, RNA that is spuriously captured or non-specifically adsorbed. These objects could arise due to contamination from dead cells or other sources of freely floating RNA introduced with the cells prior to sealing. Nonetheless, the vast majority of the observed signal in Fig. 1c is associated with the circular mRNA prints that correlate perfectly with microwells that initially contained a cell.

Figure 2a shows a second, very similar version of the device where the microwells are fabricated in PDMS on a glass slide, and the sealing is accomplished by laminar flow of oil. Using nearly the same procedures as described above for RNA printing mode, we use this version of the device to capture RNA on beads. After introducing cells, we can load beads into the microwells by gravity and achieve super-Poisson loading by using beads with a mean diameter greater than the radius of the microwells. Like the glass surface in Fig. 1a, we coat the beads in oligo(dT) to facilitate mRNA capture after cell lysis and sealing. Figure 2b shows bright field and fluorescence images of a bead-containing microwell array loaded with individual cells following solid-phase mRNA capture and reverse transcription. The bead contained in a microwell that also contains a cell is substantially more fluorescent following reverse transcription than the other beads. While there is some fluorescence signal associated with beads that do not contain a cell, this is mainly due to non-specific staining of the high-density of single-stranded primers on the bead surface and non-specific staining of the bead itself, as shown in the third panel of Fig. 2b where we depict fluorescence images of beads in the absence of cells, cell lysate, or RNA as a negative control.

### A scalable platform for single-cell RNA-Seq

To demonstrate the potential of our system for single-cell transcriptomics, we have developed a scalable platform for single-cell RNA-Seq based on the bead capture modality of our device. The low reagent volumes required for microfluidic processing result in a significant cost reduction relative to conventional methods [18]. However, a further reduction in cost can be realized by using microfluidics in combination with recently reported schemes for cDNA barcoding, such as the CEL-Seq strategy [9]. By introducing a cell-specific barcode to the cDNA during reverse transcription, all subsequent sequencing library preparation steps can be accomplished on pooled cDNA from multiple cells, further reducing hands-on time and reagent consumption. This approach has already been realized on a large scale in combination with automated liquid handling robots [12]. Here, we describe a microfluidic implementation of this approach.

We generated a pool of mRNA capture beads in which each bead is attached to approximately 1 billion copies of a primer terminated on the 3′-end with one of 960 possible barcode sequences followed by oligo(dT) using a combinatorial synthesis technique (Fig. 3). If 100 of the cells loaded into the microwells of our device receive a random barcoded bead from the pool, we expect the mRNA from approximately 90 of them to be uniquely labeled based on the binomial distribution. A copy of the T7 promoter sequence (TPS) and part of an Illumina sequencing adapter (ISA) comprise the 5′-end of the capture primer (Additional file 1: Table S1) to allow linear pre-amplification by *in vitro* transcription (IVT) and library enrichment by PCR (Fig. 3b). To create this large pool of barcoded beads, we first copy 96 different barcode-containing oligonucleotides (Additional file 1: Table S2) onto a dual-biotinylated oligonucleotide containing TPS and ISA by primer extension with DNA polymerase in a 96-well plate. Each barcode is terminated with a universal, 6-base anchor sequence that becomes the 3′-end of the biotinylated oligonucleotide after the first round of primer extension (Fig. 3b). After this first reaction, we immobilize each barcoded oligonucleotide on a set of streptavidin-coated Sepharose beads, quench the reaction, combine all of the barcoded beads in a pool, and remove original barcode-containing strand by denaturation. At this point, the pool of beads is split into 10 new reactions and each containing one of 10 unique second barcodes along with poly(dT) (Additional file 1: Table S3) are added to the 3′-end of the immobilized oligonucleotide by primer extension from the universal anchor sequence (Fig. 3b). After quenching this reaction, we again pool the beads, remove the unbiotinylated strand, and wash. The resulting pool of beads contains 960 barcoded capture primers.

**Fig. 3:**
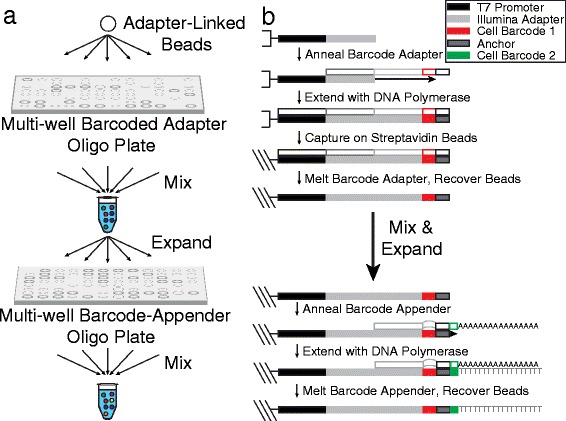
Combinatorial scheme for synthesis of barcoded capture beads. **a** Beads are first attached to a set of barcoded oligonucleotides in a multi-well plate, pooled into a single tube, and then re-distributed into a second multi-well plate for combinatorial addition of a second barcode sequence and capture site (oligo(dT)). **b** Detailed molecular biology for solid-phase, combinatorial barcode synthesis. A first barcode sequence is copied onto a dual-biotinylated oligonucleotide containing the T7 promoter sequence and a partial Illumina adapter using DNA polymerase. The resulting double-stranded DNA is conjugated to streptavidin-coated beads, and the non-biotinylated strand is removed. After pooling and expanding the beads, a second reaction is used to add a second barcode sequence and oligo(dT) by priming off of a universal anchor sequence that follows the first barcode

We constructed a PDMS microwell device containing five flow channel lanes for physical multiplexing of samples and >10,000 microwells (Fig. 4a). The cylindrical microwells are 50 μm in diameter and height with a volume of <100 pL. Cells are loaded in individual microwells randomly, according to Poisson statistics, such that the majority of cell-containing wells contain one cell. We tune the concentration of our cellular suspension to avoid overloading the microwell array. Specifically, if we capture approximately 100 cells in every 1,000 microwells of a given array, then <5 % of microwells will contain more than one cell. We then load beads into the wells at a somewhat higher density because the mean diameter of the beads (approximately 30 μm) significantly reduces the probability double-loading (Fig. 4bc). While we occasionally observe microwells with more than one bead or more than one cell, size constraints make it rare to observe both beads and cells in an overloaded microwell. Given our pool of 960 cell-identifying barcodes and five lanes, the capacity of this system for single-cell RNA-Seq is approximately 600 cells at a unique barcoding rate of >94 %. We can scale our system and increase capacity simply by synthesizing additional barcodes and/or adding microwells to our device.

**Fig. 4:**
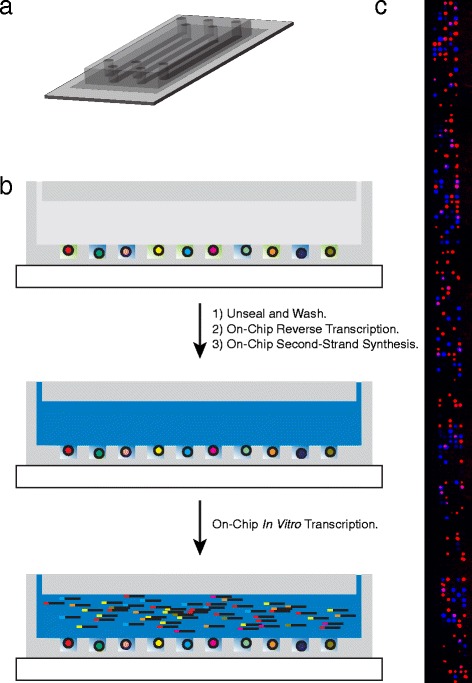
Flow cell device for single-cell RNA-Seq. **a** Graphical representation of our five-lane microwell array flow cell device for single-cell RNA-Seq. **b** Schematic of on-chip steps for single-cell RNA-Seq. After depositing cells, barcoded capture beads (barcode sequences represented as different colors), and sealing as in Fig. 2a, single-cell lysates (green) are trapped in individual microwells and mRNA hybridizes to the barcoded capture beads. The device is unsealed and rapidly washed by flow before on-chip, solid-phase reverse transcription and second-strand synthesis followed by elution and pre-amplification of the pooled library by *in vitro* transcription. **c** Montage of fluorescence images from part of one lane of the device in (**a**) showing beads (red) and cells (blue) loaded in the array. Note that this image was acquired following cell lysis while the device is sealed, and so the blue live stain fills the entire volume of the corresponding microwell and is confined to the microwell by sealing

After loading the cells and barcoded beads, we use the procedures described above to trap single-cell lysates in sealed microwells, immobilize captured mRNA on beads, and reverse transcribe (Fig. 4b). Following on-chip second-strand synthesis, we simultaneously elute and pre-amplify our pool of single-cell libraries overnight by IVT using T7 RNA polymerase (Fig. 4b). We then remove the resulting amplified RNA (aRNA) from each lane using a pipette, reverse transcribe the aRNA from each lane with primers containing lane-identifying barcodes, pool the cDNA libraries from all five lanes, and enrich the sequencing library in a single PCR reaction. The primers used for aRNA reverse transcription contain 8-base unique molecular identifiers (UMIs) so that the vast majority of cDNA molecules are distinguishable. That way, genes can be quantified from sequencing data based on the number of UMIs associated with each gene rather than the number of reads, mitigating noise and bias that result from exponential amplification by PCR [31, 32].

### Demonstration and analysis of highly multiplexed single-cell RNA-Seq

We used our microfluidic device to obtain RNA-Seq profiles from approximately 600 cells across five lanes from two commonly used human cancer cell lines. We refer to this run of our device as Experiment 1 throughout the text. One of the five lanes contained U87 human glioma cells, one contained MCF10a human breast cancer cells, and the other three contained a mixture of both cell lines. These two cell lines are highly mesenchymal, have been cultured for numerous passages, and have relatively similar expression profiles. Nonetheless, they are distinguishable by a few key genes and can be readily separated in our dataset. In addition, we used a slightly different protocol with less expensive reagents to obtain profiles of approximately 500 cells across five lanes for a different cell pair (U87 cells and the diploid cell line WI-38, which has not undergone malignant transformation) in Experiment 2. 

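For Experiment 1, 396 single-cell profiles from 5 lanes were analysed, with 66 from the U87-exclusive lane, 102 from the MCF10a-exclusive lane and 99, 68 and 61 from mixed lanes 1, 2 and 3. U87 is a human glioma line and MCF10a a human breast line. The UMI was added when the RNA amplified by IVT was reverse transcribed, so a counted molecule is a distinct cDNA copied from amplified RNA and not a captured mRNA. The authors mapped the reads to hg19 with STAR and assigned them to genes with HTSeq. They collapsed reads of the same cell barcode and gene whose UMIs lay within a Hamming distance of 2 and whose positions lay within 6 bases, and they removed molecules that also occurred under another cell barcode of the lane. The deposited values are the resulting whole-number counts of molecules per gene and cell, without normalization. Rows for reads that fit more than 1 gene held 5.13% of the molecules and were left out of the analysis. The remaining total per cell ranged from 619 to 30308 molecules in the U87-exclusive lane, with a median of 1813, and from 49 to 23391 in the MCF10a-exclusive lane, with a median of 2042.5. In mixed lane 1 it ranged from 299 to 28901, with a median of 2468, in mixed lane 2 from 438 to 13990, with a median of 1725.5, and in mixed lane 3 from 736 to 33596, with a median of 2420. In mixed lane 1 the values of every cell sat 2 rows above the gene names they belong to. The log-scaled profile of this lane correlated with the median profile of the other lanes at r = 0.0487 across rows as deposited and at r = 0.811 after its values were moved down by 2 rows, and the move was the best one for all 99 of its cells. The other lanes of the experiment fitted best without a move, at r between 0.713 and 0.750. The values of mixed lane 1 were therefore moved, and the 2 genes that then had no value in this lane were left out, which left 16716 genes. Each cell line had 1 exclusive lane and cells are not replicates, so differences between the exclusive lanes have no replicate check and no test was made. All intervals given are 95% exact intervals, Poisson for sums of molecules and Clopper-Pearson for shares, and cover counting error only.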

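Summed over cells, the U87-exclusive lane held 259955 molecules and the MCF10a-exclusive lane 378229. Genes were ranked by the log2 ratio of their CPM (molecules scaled to the lane's total) in these lanes after 10 CPM was added to each, among the 2923 genes with at least 50 molecules in both lanes together and without mitochondrially encoded genes. The median of this log2 ratio (U87 over MCF10a) over all genes with at least 10 molecules was -0.14. TFPI2 was highest, with 498 molecules (interval 455 to 544) in 35 of 66 U87-lane cells and 0 in 102 MCF10a-lane cells, which is at least 242-fold higher when 3 counts over the lane are taken as the limit of a 0. Its log2 ratio was 7.59, and 10.90 with 1 instead of 10 CPM added. TMEM158 (315 molecules), UCHL1 (198 molecules) and SRGN (175 molecules) were also at 0 in the MCF10a-exclusive lane, so that they were at least 153-fold, 96.0-fold and 84.9-fold higher. The remaining gene of the 5 highest, RP11-431K24.1.1, had all of its 214 molecules in 1 cell. At the other end, CCL20 had 274 molecules in 30 MCF10a-lane cells and 3 in the U87-exclusive lane, a 62.8-fold difference (interval 21.3 to 306), and PIK3R1 had 127 molecules in 13 cells and 0 in the U87-exclusive lane, at least 29.1-fold lower there. The sums of the other 3 of the 5 lowest genes rested on single cells, which held 133 of 133 molecules of PLA2G4A, 175 of 181 of NACC2 and 94 of 130 of SERTAD2. Of 20 epithelial genes chosen as MCF10a markers before the data were examined, 17 reached 10 molecules and all 17 had the lower value in the U87-exclusive lane, with a median log2 ratio of -2.53. KRT6A, for example, had 419 molecules (interval 380 to 461) in 50 MCF10a-lane cells and 6 (interval 2.20 to 13.1) in 3 U87-lane cells. Of the 15 U87 markers that reached 10 molecules, 10 were higher in the U87-exclusive lane, with a median log2 ratio of 2.35. VIM had 570 molecules (interval 524 to 619) in 52 of 66 U87-lane cells and 61 (interval 46.7 to 78.4) in 29 of 102 MCF10a-lane cells, while MT2A, TIMP1 and CAV1 had log2 ratios of -1.21, -0.72 and -0.68.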

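For Experiment 2, 247 single-cell profiles were analysed, 72 from the U87-exclusive lane, 45 from the WI-38-exclusive lane and 69, 33 and 28 from the mixed lanes numbered 2, 3 and 4. WI-38 is a human fibroblast line. The deposited counts were made as in Experiment 1, and the authors used another IVT kit and partly other oligonucleotides. Molecules per cell ranged from 490 to 30165 in the U87-exclusive lane, with a median of 1846.5, and from 399 to 21912 in the WI-38-exclusive lane, with a median of 1503. The ranges were 402 to 25248 in mixed lane 2, 531 to 10937 in mixed lane 3 and 726 to 16811 in mixed lane 4, with medians of 1715, 2147 and 1660. Rows for reads that fit more than 1 gene held 5.51% of all molecules and were left out, and no lane needed its rows moved, which left 15617 genes. Here too there was 1 exclusive lane per cell line, and the values of the exclusive lanes are compared without a test.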

Importantly, in both experiments, we do not obtain high-quality data from all of the cells introduced into our device. In both experiments, 30–50 % of single-cell profiles exhibit very low coverage, which could be due to a number of factors including cell viability, the rare occurrence in which a cell is paired with two beads, and incomplete cell lysis. Hence, despite achieving higher throughput than previously reported microfluidic systems, we have considerable room for improvement in terms of fractional yield.

One major concern with any pooled library scheme is cross-talk between cell-identifying barcodes. Here, we addressed this issue by quantitative analysis of Experiment 1. Although our device is sealed during cell lysis and RNA capture, any imperfections in sealing and washing could lead to inter-well contamination as demonstrated in Figure S3 in Additional file 1. We addressed and quantified our cross-talk using both sequencing and imaging data. Because our device is compatible with fluorescence microscopy, we labeled a fraction of the streptavidin molecules on each bead with red-fluorescent AlexaFluor 647 and pre-stained the cells with a blue-excitable live stain. This allowed us to quantify the number of cells successfully paired with a barcoded capture bead and estimate the number of barcodes we expect to observe in our sequencing data for each lane. The sequencing data revealed that more barcodes were present in our library for each lane than expected based on our imaging data. Careful inspection revealed that the number of molecules associated with a given barcode placed the barcodes in two distinct populations (Figure S1ab in Additional file 1). The size of the population of barcodes associated with a larger number of molecules was highly consistent with our imaging data (within approximately 8 %), which we take to demarcate our single-cell RNA-Seq profiles (Figures S1c, S2 in Additional file 1). The second, larger population of barcodes with relatively few associated molecules likely results from multiple potential sources including sequencing error, actual cross-talk or spurious capture within our microfluidic device, and PCR jumping as observed in other implementations of multiplex single-cell RNA-Seq [12]. Across all five lanes the cell-identifying barcodes that we did not associate with actual cells in our device had 200–300× fewer molecules per barcode than those associated with cells (based on the ratio of median unique molecules in the two populations).

To demonstrate that our device is actually producing useful single-cell RNA-Seq profiles, we examined several key metrics. Our library preparation protocol is based on CEL-Seq [9] where, rather than sequencing the full gene body and normalizing by transcript length, the 3′-end of transcripts are sequenced and counted. Figure 5a shows the expected distribution of mapping positions for 3′-end sequencing, with most reads mapping to the 3′-UTRs or coding sequences. Subsequent analysis to demonstrate cell type separation using our dataset will rely on the 396 single-cell profiles that we obtained with the highest coverage. 

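Over the 396 cells of Experiment 1, a mean of 777 genes had at least 1 molecule in a cell. The lane means were 814 genes in the U87-exclusive lane, 765 in the MCF10a-exclusive lane and 840.4, 658 and 784 in mixed lanes 1, 2 and 3, a spread of 93.5 genes (SD, n = 3 mixed lanes). Single cells ranged from 31 to 4013 genes, with a median of 587.5. The number followed the depth of the cell. With every cell thinned to 500 molecules, which left out 4 cells, the mean fell to 269.5 genes and the lane means lay between 264.7 and 278. When the rows for reads that fit more than 1 gene were counted as genes, a choice made after the data were seen, the mean was 840.3. Profiles outside the top 396 were not analysed here.

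**Figure D1:**
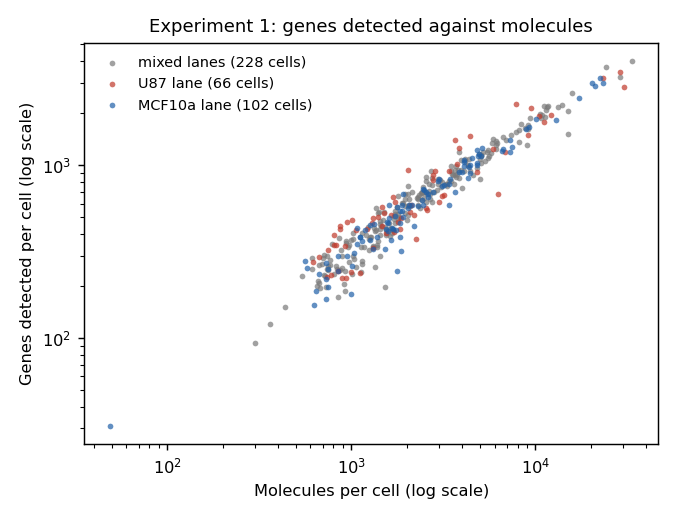
Genes with at least 1 molecule (log scale) against molecules (log scale) for the 396 cells of Experiment 1, 1 point per cell, coloured by lane type. The lane types overlap along 1 curve from 49 molecules and 31 genes to 33596 molecules and 4013 genes.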

Although we detect only 635 genes on average across all cells profiled in Experiment 1, we detect an average of 876 genes from the top 396 cells (Fig. 5b). Hence, the 204 cells that we discard from subsequent analysis have an average of approximately 170 genes detected per cell. Similarly, for Experiment 2, we detect an average of 1,030 genes from the top 247 single-cell profiles (Fig. 5b), but only approximately 530 genes on average across all cells. Despite these shortcomings, recent studies have demonstrated cell or phenotype separation from low coverage single-cell RNA-Seq data [12, 15]. Indeed, our detection efficiency is at least comparable if not better than previously reported methods for large-scale single-cell RNA-Seq using pooled barcode library preparation, where detection of hundreds of molecules per cell was reported [12] (whereas we are reporting detection of hundreds of genes).

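In Experiment 2 a mean of 912 genes was detected per cell, with 1049 in the U87-exclusive lane, 778 in the WI-38-exclusive lane and 918, 903 and 773 in mixed lanes 2, 3 and 4 (SD of the mixed lanes 79.9, n = 3). The median cell had 644 genes. After thinning to 500 molecules, which left out 5 cells, the mean was 293 genes, and the U87-exclusive lane had 287 and the WI-38-exclusive lane 291 genes per cell. At equal depth the order of the exclusive lanes was thus the opposite of that without thinning. A mean of 459 genes had 2 or more molecules in a cell.

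**Figure D2:**
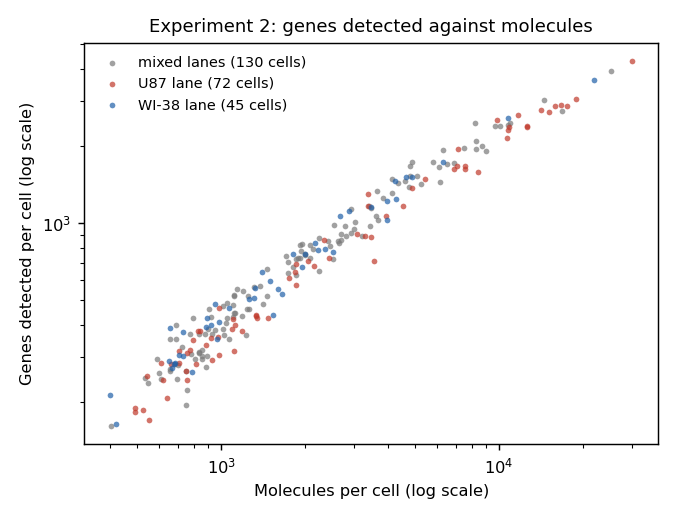
Genes with at least 1 molecule (log scale) against molecules (log scale) for the 247 cells of Experiment 2, 1 point per cell, coloured by lane type. The deepest cells, up to 30165 molecules and 4283 genes, include many of the U87-exclusive lane.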

**Fig. 5:**
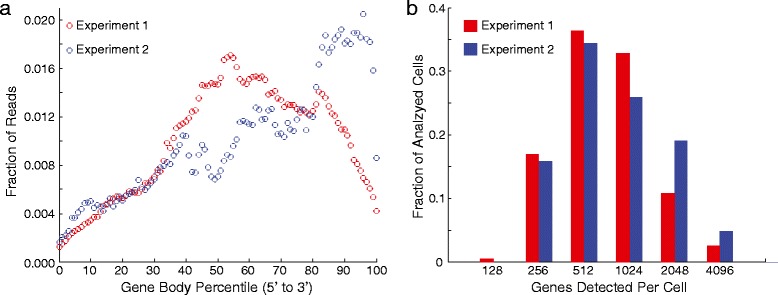
Analysis of single-cell RNA-Seq data. **a** Gene body distribution for uniquely mapped reads showing that we are primarily sequencing the 3′-end of transcripts, as expected. **b** Histogram of the number of genes detected per cell for the 396 single-cell profiles used in all subsequent analysis of Experiment 1 and 247 single-cell profiles used in all subsequent analysis of Experiment 2

To assess the similarity of our single-cell expression profiles to conventional, population-level RNA-Seq, we calculated the Pearson correlation between bulk RNA-Seq and single-cell medians constructed from different numbers of individual cells after normalizing by the total number of molecules detected in each cell (Fig. 6a, b). We conducted this analysis on single-cell profiles originating from the U87-exclusive and MCF10a-exclusive lanes in Experiment 1, randomly sampling the complete sets of profiles 10 times without replacement for each point in the curves shown in Fig. 6a and b. This analysis shows that the single-cell medians constructed from U87 single-cell profiles correlate better with the bulk U87 RNA-Seq profile than with the bulk MCF10a RNA-Seq profile (Fig. 6a) and vice versa (Fig. 6b). It also shows that the single-cell median correlations saturate around r = 0.55–0.60 depending on the cell type. 

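The profiles of the exclusive lanes behind this comparison were sparse, and the bulk profiles are not analysed here. Over the 66 cells of the U87-exclusive lane, 161 of the 16716 genes had a median above 0, and over the 102 cells of the MCF10a-exclusive lane 164 had. Across the 13823 genes with a molecule in either lane, the profiles pooled over cells correlated at r = 0.51 between the lanes (Pearson, log2 of CPM plus 1), and the profiles of medians at r = 0.78, where most genes are at 0 in both. Restricting the pooled profiles to the 2935 genes with at least 50 molecules in both lanes together lowered r to 0.12. When the cells of the U87-exclusive lane were divided at random into equal parts, the parts correlated with each other at a median r of 0.35 (range 0.33 to 0.37 over 100 divisions), and those of the MCF10a-exclusive lane at 0.48 (range 0.46 to 0.48). Between a part of one lane and a part of the other, the median was 0.31 (range 0.18 to 0.38). The range of the U87-exclusive lane thus lay within that of the parts of different lanes, and the range of the MCF10a-exclusive lane above it. These correlations are across genes, which are not independent replicates.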

As a point of comparison, a similar analysis has been reported for CEL-Seq and DR-Seq, which are closely related protocols with implementations that have not been scaled using microfluidics. These two approaches gave population-level Pearson correlations of 0.71 and 0.69, respectively [33]. We note that, although our correspondence with population-level RNA-Seq is somewhat worse than what has been reported previously, the datasets used for comparison in our case are not direct technical replicates taken from the same sample of cells that was used for single-cell RNA-Seq (and the MCF10a profile was obtained from a public source and acquired by a different laboratory) [34].

**Fig. 6:**
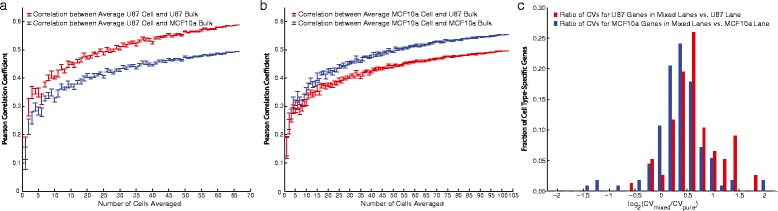
**a** Comparison of single-cell median and population-level RNA-Seq profiles for cells originating from the U87-exclusive lane in Experiment 1. Each data point was obtained by constructing a median profile from a given number of cells and repeating this 10 times by random sampling with replacement to obtain a median Pearson correlation coefficient and error bar (SEM). This exercise was repeated for comparison to both the U87 and MCF10a bulk RNA-Seq profiles to demonstrate better concordance between the U87 single-cell profiles and the U87 bulk profile. **b** Same as (**a**), but for single-cell profiles in the MCF10a-exlusive lane. **c** We conducted differential expression analysis to obtain cell type-specific gene sets for the U87 and MCF10a cells based on single-cell profiles from the pure-cell lanes. Here, we show a histogram of log-ratio of the coefficients of variation (CVs) for the cell type-specific gene sets between the mixed lane profiles and the profiles from the respective pure lanes. As expected, the heterogeneity given by CV is greater for cells in the mixed lanes than in the cell type-exclusive lanes for the cell type-specific genes

To further demonstrate the robustness of our dataset, we attempted to build a classifier for U87 and MCF10a cells in Experiment 1. We used the single-cell profiles from the lanes that contained either exclusively U87 cells of MCF10a cells to identify 189 differentially expressed genes (*P* <0.05, Wilcoxin rank-sum test). We expect that the three lanes containing a mixture of individual cells will be globally more heterogeneous with respect to expression of the U87-specific and MCF10a-specific genes identified by this analysis. 

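For the values given here, genes were ranked by the size of the rank-sum effect (the area under the curve minus 0.5) between the cells of the exclusive lanes, on molecules scaled to the total of each cell, and the paper's number of 189 genes was kept. Because each line had 1 exclusive lane, no P value was computed. Of these 189 genes, 82 were higher in the U87-exclusive lane and 107 in the MCF10a-exclusive lane.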

Figure 6c shows the log-ratio of the coefficients of variation (CVs) for each of these two genes sets between the mixed lane profiles and the profiles from the respective pure lanes. As expected, the log-ratio of CVs is greater than zero (CV ratio greater than one) for 92 % of U87-specific genes and 85 % of MCF10a-specific genes.

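The CV of scaled molecules was higher over the 228 mixed-lane cells than over the cells of the matching exclusive lane for 76 of 82 U87-specific genes, or 92.7% (interval 84.8 to 97.3), and for 88 of 107 MCF10a-specific genes, or 82.2% (interval 73.7 to 89.0). The median log2 ratio of the CVs was 0.57 for the U87-specific and 0.38 for the MCF10a-specific genes. The mean was lower in the mixed lanes for 74 of the 82 and for 80 of the 107 genes. Leaving out each mixed lane in turn gave 89.0% to 92.7% and 77.6% to 83.2%. Among the alternatives, leaving the rows of mixed lane 1 as deposited raised the share of MCF10a-specific genes most, to 90.7%, an alternative chosen after the data were seen. When the genes were chosen on randomly drawn cells of the exclusive lanes and the CV was taken over the other cells, the shares were 87.8% (interval 79.2 to 93.7) and 86.9% (interval 78.6 to 92.8). For comparison, the cells of the mixed lanes alone were divided at random into groups of 38, 59 and 131 cells in place of the U87-exclusive, MCF10a-exclusive and mixed lanes, and genes were chosen between the first pair of groups. Over 100 such divisions the share of chosen genes with a higher CV in the largest group averaged 86.8% (range 57.1 to 100) for the first group's genes and 77.1% (range 50 to 100) for the second group's. With genes and CVs taken from different cells, the averages were 76.2% (range 46.6 to 94) and 69.3% (range 38.5 to 91.1).

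**Figure D3:**
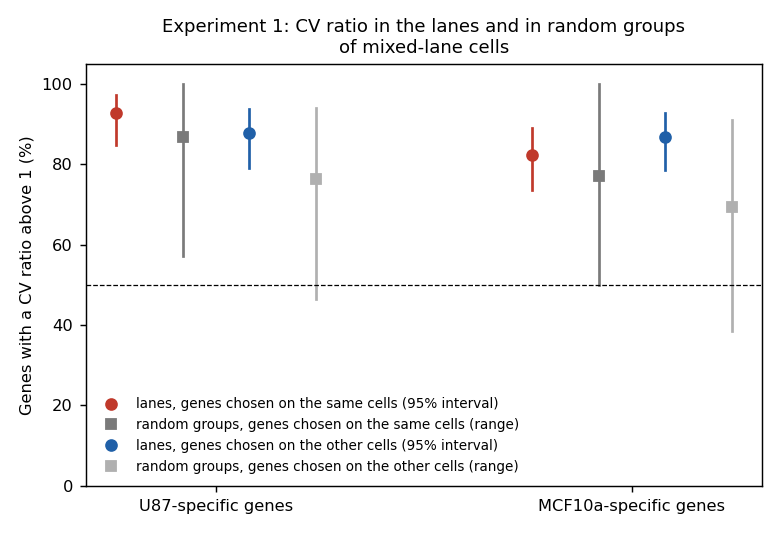
Percentage of cell type-specific genes of Experiment 1 whose CV was higher in the mixed lanes than in the exclusive lane (circles, 95% Clopper-Pearson interval), beside the same share in 100 random divisions of the mixed-lane cells (squares, mean and range). The dashed line marks 50%. The values of the lanes, 92.7% and 82.2% with genes chosen on the same cells, lie within the ranges of the random divisions.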

Figure 7a shows a pathway analysis of gene ontologies enriched across >11,600 genes that were both detected across our 396 single-cell profiles and available in the iPAGE database and ranked based on differential expression [35] in Experiment 1. We generated a matrix of Spearman correlation coefficients across our 396 profiles based on rank-ordering the 189 differentially expressed genes in each cell. We then clustered the data spatially using the t-stochastic neighborhood embedding (t-SNE) algorithm [36], a powerful clustering algorithm that has recently been applied to high-dimensional single-cell analysis data (Fig. 7b, c) [37]. Our t-SNE result contains two closely associated clusters of individual cells. To understand the origin of these two clusters, we displayed our t-SNE clustering with two different color-schemes. In Fig. 7b, we show how single-cell profiles from the various lanes of our device are distributed. As expected, one of the two clusters contains all of the cells from the MCF10a-exclusive lane, while the other contains nearly all of the cells from the U87 lane with a few exceptions. 

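Each cell was given a score after that of Fig. 7c, here read as the log2 ratio of the number of U87-specific to MCF10a-specific genes ranked above average among the 189 genes in that cell, with 1 added to each number. The paper's text gives neither the base of the logarithm, nor an added number, nor the genes over which ranks are averaged. Cells of the exclusive lanes were scored in 10 parts, each with genes chosen on the other parts, so that no cell was scored with genes it had helped to choose. All 102 cells of the MCF10a-exclusive lane scored below 0 (100%, interval 96.4 to 100), with a median score of -1.35. In the U87-exclusive lane 56 of 66 cells scored above 0 (84.8%, interval 73.9 to 92.5), 9 below 0 and 1 at 0, with a median of 0.62. The score is a range, and 11 of the 66 cells lay within 0.25 of 0. Thinned to 500 molecules, with 1 cell left out, 87.9% of U87-lane cells scored above 0 and 89.1% of MCF10a-lane cells below 0. The setting that moved these shares most was k-means with 2 groups on 1000 other variable genes outside the 189, under which 48.5% of U87-lane cells fell in the group with the larger U87 share and 53.9% of MCF10a-lane cells in the other group.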

Single-cell profiles from the mixed lanes are distributed throughout the two clusters, although not with perfect uniformity. While the single-cell profiles from mixed lanes are distributed uniformly throughout the MFC10a cluster, there is some separation between a subset of mixed lane profiles and the U87-exclusive lane profiles in the U87 cluster. In Fig. 7c, we display the same clustering result with a different color scheme that indicates the relative rank ordering of the U87 vs. MCF10a gene sets in each profile. This metric clearly associates the cells in each of the two clusters with the expected cell type-specific expression pattern. However, the subset of the cells from the mixed lane in the U87 cluster that are somewhat separated from those in the U87-exclusive lane exhibit more ambiguous gene expression than others. This phenomenon could arise from one or some combination of several sources including: (1) a lane-specific batch effect; (2) the occasional presence of more than one cell in a microwell containing a single bead; (3) the association of a single cell-identifying barcode with more than one cell (which will occur for a few percent of cells given the current size of our barcode library); (4) low levels of cross-talk between wells or imperfections in the sealing of our device at specific locations in the microwell array; and (5) actual phenotypic differences between U87 cells in the presence of other U87 cells vs. MCF10a cells, which may secrete distinct and stimulatory diffusible factors. 

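With genes chosen on the exclusive lanes alone, 37 of 228 mixed-lane cells scored above 0 (16.2%, interval 11.7 to 21.7) and 188 below 0. By lane, 21 of 99, 10 of 68 and 6 of 61 cells scored above 0 in mixed lanes 1, 2 and 3. Of the 228 cells, 32 lay within 0.25 of 0, and the share above 0 depended on the setting, from 7.46% with 100 genes to 36.4% with cells thinned to 500 molecules (3 cells left out). K-means outside the 189 genes gives groups and no score. Its group with the larger U87 share held 50% of mixed-lane, 48.5% of U87-lane and 46.1% of MCF10a-lane cells, so it did not separate the lines. A log-likelihood ratio over all genes, trained on the exclusive lanes, put 29.4% of mixed-lane cells with U87. Within a single lane the lane itself cannot separate the cells. Across the cells of mixed lanes 1 and 2, the share of molecules on the U87-specific genes and that on the MCF10a-specific genes were negatively correlated (Spearman's rho -0.37 and -0.36), below all of 1000 pairs of random gene sets of the same size and mean expression, of which the middle 95% lay between -0.10 and 0.53 and between -0.12 and 0.54. In mixed lane 3 rho was 0.04, within the range of the random pairs (-0.21 to 0.52), and with cells thinned to 500 molecules it was -0.16, below their range of 0.02 to 0.56. With the marker lists in place of the 189 genes, rho was -0.09, -0.15 and 0.24 in the 3 lanes, within the range of the random pairs in each. Within the U87-exclusive and MCF10a-exclusive lanes rho of the 189 genes was -0.04 and 0.18, and with thinned cells -0.13, below all random pairs, and 0.13, within their range. Random pairs are not chosen between lanes as the 189 genes are. When the genes were chosen between cells simulated from 1 profile, the mean rho of the 3 mixed lanes lay between -0.20 and 0.14 over 100 simulations, and when they were chosen between random groups of mixed-lane cells, between -0.39 and 0.46 over 100 divisions, where the lanes' mean was -0.23. From this score, the paper reasons that the cells of each cluster carry the expression pattern of their cell type.

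**Figure D4:**
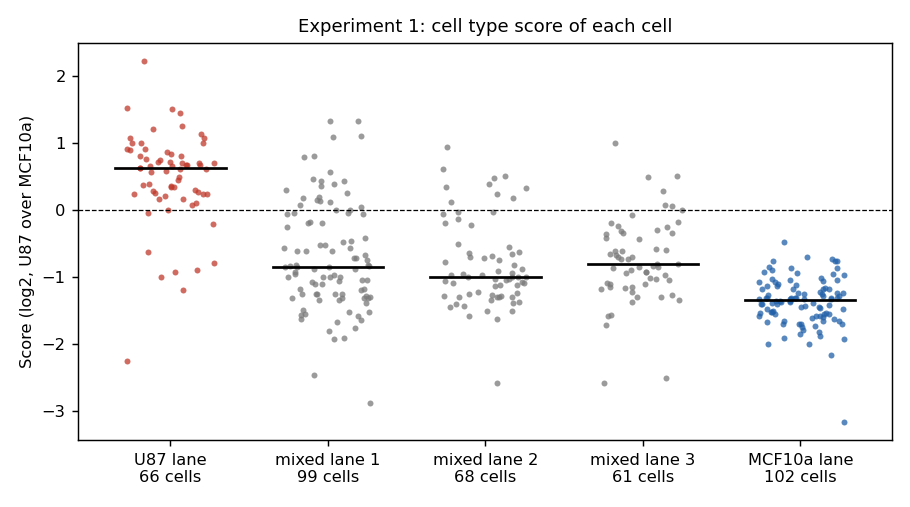
Score of each cell of Experiment 1 (log2, U87-specific over MCF10a-specific genes ranked above average), 1 point per cell and 1 column per lane, with the lane's median as a bar and 0 as a dashed line. Medians lie at 0.62 in the U87-exclusive lane and at -1.35 in the MCF10a-exclusive lane, and mixed-lane cells spread from one to the other.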

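Cells scored above 0 had a median score of 0.66 in the U87-exclusive lane and of 0.39, 0.36 and 0.38 in mixed lanes 1, 2 and 3 (56, 21, 10 and 6 cells). Scores from -0.69 to -0.04, a range midway between the medians of the exclusive lanes that was set after the scores were seen, were found in 47 of 228 mixed-lane cells (20.6%, interval 15.6 to 26.5), in 3 of 66 U87-lane cells (4.55%, interval 0.947 to 12.7) and in 1 of 102 MCF10a-lane cells (0.980%, interval 0.0248 to 5.34). The 47 cells had a median of 2040 molecules and the other mixed-lane cells 2083. With all cells thinned to 500 molecules, and the range set anew between their medians, it held 55 of 225 mixed-lane cells (24.4%, interval 18.98 to 30.6) and 28 of 167 cells of the exclusive lanes (16.8%, interval 11.4 to 23.3). Markers of MCF10a made up 0.180% of the molecules (324 molecules, interval 0.161 to 0.201) in the 51 mixed-lane cells that scored above 0 when the marker genes were kept out of the score, and 0.0184% (43 molecules, interval 0.0133 to 0.0248) in the 55 such cells of the U87-exclusive lane, against 0.789% in the MCF10a-exclusive lane. They were found in 36 of the 51 and in 14 of the 55 cells, at median depths of 2549 and 1834 molecules.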

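The 9 cells of the U87-exclusive lane with a score below 0 had a median of 1119 molecules and the 56 with a score above 0 a median of 1852.5. Scored without the marker genes, 10 cells of this lane lay below 0, and MCF10a markers made up 1.39% of their molecules (336 of 24186, interval 1.25 to 1.54), above the 0.789% of the MCF10a-exclusive lane. One cell held 55.1% of these marker molecules, and without it the share was 1.02% (interval 0.868 to 1.20). Among the markers in these 10 cells were S100A2 with 225 molecules, SFN with 40, KRT7 with 22 and KRT14 with 12, and 8 of the 10 cells held at least 1 marker molecule. U87 markers made up 0.608% of the molecules of these cells, against 1.00% in the U87-lane cells that scored above 0 and 0.773% in the MCF10a-exclusive lane.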

We also note that a small subpopulation of U87 cells in the U87-exclusive lane actually cluster with the MCF10a cells, highlighting the possibility of phenotypic heterogeneity within the U87 population. We conducted a similar differential expression and clustering analysis for Experiment 2 (Additional file 1: Figure S4) with closely related results. 

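In Experiment 2 the 189 genes with the largest rank-sum effect between the exclusive lanes were 92 genes higher in the U87-exclusive lane and 97 higher in the WI-38-exclusive lane. The median log2 ratio (U87 over WI-38) of all genes with at least 10 molecules was 0.61. Among the 2220 genes with at least 50 molecules, ranked as in Experiment 1, PXDN was lowest, with 0 molecules in the U87-exclusive lane and 281 (interval 249 to 316) in 31 of 45 WI-38-lane cells, at least 276-fold lower. COL3A1 (131 molecules in 27 cells) and SFRP1 (120 molecules in 21 cells) were likewise at 0 in the U87-exclusive lane, and DCN had 364 molecules against 1, of which 210 lay in 1 cell. FAM212B, the other gene of the 5 lowest, had 133 of 144 molecules in 1 cell. Of the 5 highest, MTHFD1 (178 molecules in 21 of 72 U87-lane cells, 0 in the WI-38-exclusive lane, at least 20.1-fold higher) was the one spread over most cells, while single cells held 207 of 267 molecules of MCTP2, 200 of 210 of ARHGEF2, 123 of 244 of AHNAK2 and 183 of 183 of ADAM23. The 17 WI-38 markers with at least 10 molecules had a median log2 ratio of -2.08, and the 20 U87 markers, most of them mesenchymal genes, of -0.92. The CV was higher in the mixed lanes for 61 of 92 U87-specific genes, or 66.3% (interval 55.7 to 75.8), and for 76 of 97 WI-38-specific genes, or 78.4% (interval 68.8 to 86.1). All 45 WI-38-lane cells scored below 0 (interval 92.1 to 100), and 49 of 72 U87-lane cells scored above 0 (68.1%, interval 56.0 to 78.6), 19 below and 4 at 0. Of the mixed-lane cells, 35 of 130 scored above 0 (26.9%, interval 19.5 to 35.4), with 16 of 69, 8 of 33 and 11 of 28 in mixed lanes 2, 3 and 4. Within 0.25 of 0 lay 24 of the 72 U87-lane cells and 22 of the 130 mixed-lane cells. The shares above 0 depended on the setting in this experiment. Thinned to 500 molecules, with 5 cells left out, 4.29% of U87-lane and 0 of 129 mixed-lane cells scored above 0, and without scaling the gene ranking to cell totals 100% and 88.5% did. The number of genes in each set enters the score. The sets held 51 U87-specific and 138 WI-38-specific genes when thinned, and 128 and 61 without scaling. These shares therefore cannot tell a difference among cells from the sizes of the sets. The log-likelihood ratio over all genes put 95.8% of U87-lane cells with U87 and 97.8% of WI-38-lane cells with WI-38. It put 56.2% of mixed-lane cells with U87. In simulated cells with no gene changed, however, it put 100% of U87-lane cells with U87 too. The score had this offset as well, with 100% of simulated U87-lane and mixed-lane cells scored as U87 and 0% of WI-38-lane cells as WI-38. The simulated sets were not held to the 92 and 97 genes of the real ones, however. Whether the offset carries over to the real score was not tested. Within the U87-exclusive and WI-38-exclusive lanes, rho between the shares of both gene sets was -0.15 and -0.28, below the middle 95% of the random pairs in each. Within mixed lanes 2, 3 and 4 it was -0.43, -0.57 and -0.65, below all 1000 random pairs in each lane. With cells thinned to 500 molecules it was -0.34 and 0.11 in the exclusive lanes and -0.28, -0.46 and -0.26 in the mixed lanes. With simulated cells of 1 profile the mean over the 3 lanes lay between -0.29 and 0.23, and with random groups of mixed-lane cells in place of the exclusive lanes between -0.54 and 0.31, where the lanes' mean was -0.55. With the marker lists rho was positive, at 0.28, 0.46 and 0.37, in mixed lane 3 above the middle 95% of the random pairs (-0.32 to 0.42) and in the others within it. The medians of both lists were higher in the WI-38-exclusive lane, so these values decide nothing on a mixture. From this clustering, the paper states that both experiments gave closely related results.

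**Figure D5:**
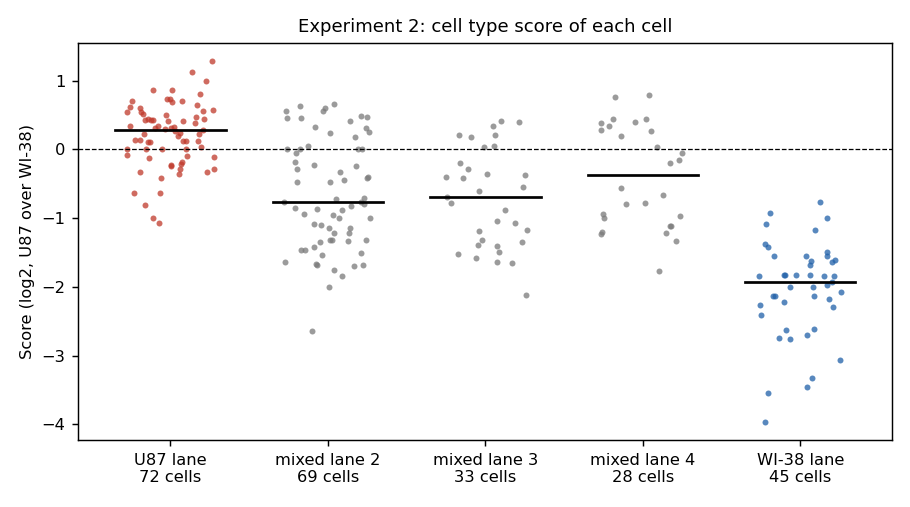
Score of each cell of Experiment 2 (log2, U87-specific over WI-38-specific genes ranked above average), 1 point per cell and 1 column per lane, with the lane's median as a bar and 0 as a dashed line. Medians lie at 0.28 in the U87-exclusive lane and at -1.93 in the WI-38-exclusive lane.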

In any case, while there is certainly substantial opportunity to improve this technology from several angles, this analysis provides a compelling demonstration of the initial capabilities of this technology.

**Fig. 7:**
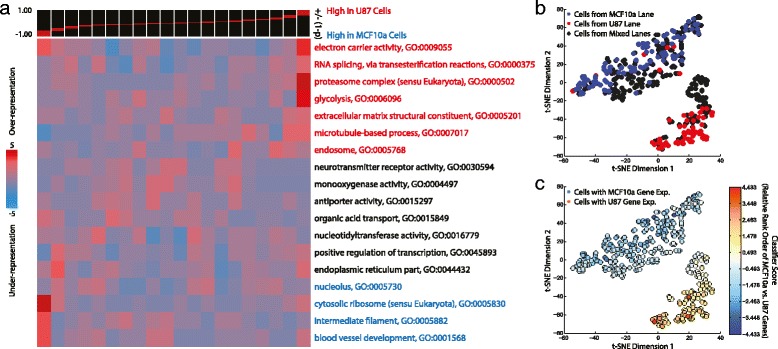
Cell type separation by single-cell RNA-Seq. **a** iPAGE gene ontology/pathway analysis based on rank-ordering of differentially expressed genes using +/−(1-p) where p is the *P* value for differential expression between the U87- and MCF10a-exclusive lanes given by the Wilcoxin rank-sum test. Values are positive for genes more highly expressed in U87 and negative for genes more highly expressed in MCF10a. **b** t-SNE clustering of 396 single-cell profiles based on the differentially expressed genes color-coated by the lane-of-origin of each profile. Two clear spatial clusters form and each is predominantly associated with a specific cell type-exclusive lane. **c** The same t-SNE clustering shown in (**b**) but color-coated with a score indicating expression of the U87-specific genes vs. the MCF10a-specific genes. The score is based on the relative rank ordering of U87- and MCF10a-specific genes in each cell (see Methods)

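Gene families named after the ontologies of Fig. 7a were listed by gene name before the data were examined, and the median log2 ratio of pooled CPM (U87 over MCF10a, 10 added) was taken over the members with at least 10 molecules. It is given relative to the median of all genes, with its percentile among 10000 random lists of the same size and mean expression, which describes these lanes and is no test. Intermediate filament genes (17 genes) lay at -1.92 (percentile 0) and nucleolus genes (17 genes) at -0.51 (percentile 9.79). The 86 cytosolic ribosome genes lay at -0.08 (percentile 0.51), but at 0.24 when every cell had the same weight. Extracellular matrix constituents (23 genes) lay at 1.76 (percentile 100), but at 0.03 over the 14 of them with at least 50 molecules. Genes of microtubule-based processes (44 genes) lay at 0.87 (percentile 99.6), glycolysis genes (15 genes) at 0.73 (percentile 97.1) and proteasome genes (46 genes) at 0.46 (percentile 91.9), each above 0 under the other scaling, pseudocounts, weights and minimum too. RNA splicing genes (69 genes) lay at 0.11 (percentile 53.3). Electron carrier genes (75 genes) lay at -0.01 (percentile 23.4), and at 0.17 with equal weights. The 12 mitochondrially encoded genes lay at -0.33 (percentile 2.14).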

## Conclusion

Both versions of the microfluidic platform described above are, in principle, compatible with transcriptome-wide analysis of individual cells by RNA-Seq. Either could be combined with a sequence-based barcoding scheme to generate a pooled cDNA library from hundreds or thousands of individual cells. In the bead capture device, barcoding is not strictly necessary because physical means could be used to extract the beads from the microwells for downstream processing with conventional labware. Alternatively, fluorescently labeled oligonucleotide probes could be used to image captured RNA molecules similar to RNA-FISH. Probes could be introduced sequentially, imaged, and removed in cycles or combined with previously reported multiplexing schemes [6, 38, 39]. Similarly, sequential rounds of qRT-PCR in sealed microwells could allow targeted detection of specific genes or mutations in captured RNA.

Our system shares several features with a recently reported technology for massively parallel expression profiling, including the use of a microwell array and capture beads labeled with cell-identifying barcodes [27]. However, there are several crucial distinctions and advantages of our approach. Importantly, our microwell array device is constructed in such a way that it can be reversibly sealed during cell lysis and RNA capture. Significant loss of RNA occurs in our arrays when cells are lysed in unsealed or even imperfectly sealed arrays due to rapid diffusion of RNA molecules (Figure S3 in Additional file 1). In the context of the bead capture and RNA-Seq experiments, this could result not only in reduced RNA capture, but also significant cross-talk. We take advantage of the physical properties of PDMS, namely its flexibility and hydrophobicity, for high-fidelity, reversible sealing which is difficult to achieve using the agarose hydrogel device reported previously [27]. In addition, while the previous study reports targeted amplification of tens of genes in specific gene panels [27], we demonstrate genome-wide single-cell RNA-Seq with our system. Finally, our single-cell capture and pooled library preparation scheme costs $0.10–$0.20/cell even at a relatively modest scale of several hundred cells per run (see Additional file 1: Table S7), compared to the < $1/cell estimated at the 10,000-cell scale for this alternative approach [27]. This may, in part, be due to our approach of conducting several key steps in our pooled library preparation on-chip in a microfluidic channel, which allows us to use small reagent volumes. Hence, we anticipate a significant scalability advantage in terms of reagent costs.

The platform described by Fan *et al.* also has several advantages over our system. For example, Fan *et al.* use a much larger cell-identifying barcode set and a correspondingly larger microwell array, giving them higher throughput in terms of numbers of cells. In addition, they use beads that are highly monodisperse and better matched to their microwell size than in our current system. This allows them to effectively saturate their microwell array with beads and profile a larger fraction of captured cells. By implementing some of these features in the system described here, we could achieve higher throughput in terms of cell numbers.

Another shortcoming of our technology in its current implementation is the potential for batch effects across lanes of our device. The use of multiple lanes is useful in certain situations for conducting parallel experiments under multiple conditions. For example, one might introduce samples of identical populations into each lane, but subject the cells in each lane to a different chemical stimulus. However, in experiments where this is not necessary, it may be advantageous to increase the size of our barcoded bead pool and process all of the cells in a single large lane to minimize batch effects. Additionally, we could introduce spike-in standards (for example, ERCC spike-ins) to the beads, which would be processed alongside of any captured mRNA. Because these standards are not subject to variable capture efficiency due to lane- or cell type-specific differences in lysis efficiency and cover a broad range of lengths and sequence-space, we may be able better understand and even correct for the observed batch effects.

The advent of next-generation sequencing, imaging, and flow-based technologies have resulted in an explosion in high-dimensional single-cell analysis. While these unprecedented readouts have dramatically increased the numbers and types of observables available with single-cell resolution, similar advances in sample preparation and manipulation are required to fully realize the potential of these new tools. As shown here, the combination of pooled library preparation and microfluidics can make sequencing costs, which are plummeting rapidly, the limiting factor in determining scalability and throughput. Taken together with the potential for on-chip imaging and experimentation, microfluidic systems hold great promise for biological and biomedical applications of large-scale single-cell analysis.

## Methods

### Fabrication PDMS microwell arrays for single-cell RNA printing

Silicon wafer masters (approximately 4 in) with cylindrical pillars (diameter 50 micron; height 30 micron) for photolithography were obtained from Stanford Microfluidics Foundry and were subsequently exposed to 1H,1H,2H,2H-perfluorooctyltrichlorosilane (Alfa Aesar) vapor under vacuum for approximately 30 min to avoid curing of the PDMS on the wafer. PDMS (Sylgard 184, Dow Corning) was thoroughly mixed 9:1 (base:curing agent) and degassed under house vacuum for 2 h. Approximately 15 g of degassed PDMS was poured onto the 4 in silicon wafer master and allowed to cure overnight at approximately 90 °C. This slab with microwells was then gently peeled off from the master and used to construct PDMS microreactor flow cells.

### Surface chemistry on glass coverslip

VistaVision Microscope cover glass (22 × 50 × 0.16 mm) was plasma sterilized (Harrick Plasma) for approximately 5 min, and immediately immersed in 10 % acetic acid (pH 3.5) ethanol solution containing 0.5 % trimethoxysilanealdehyde (United Chemical Technologies), and incubated for 15 min. The cover glass was then washed with ethanol, air-dried and heat cured at 90 °C for 10 min. A 2.5 μM solution of 5′-aminated-LNA-oligo(dT) (Exiqon) in cyanoborohyride coupling buffer (Sigma) supplemented with 1 M NaCl was added on the aldehyde surface of the cover glass. The cover glass was incubated for 3 h at room temperature inside a humid chamber, and then washed with DI water. The aldehyde surface was then incubated in 10 % ethanolamine in cyanoborohydride coupling buffer for 30 min to quench the unreacted aldehydes.

### Construction of the flowcell

A rectangular slab (3.5 × 1.5 × 0.1 cm) of PDMS containing the microwell array in the center was cut and a double-sided adhesive tape (approximately 120 micron thickness, Grace BioLabs) was adhered to the flat side of the PDMS slab that contained the microwells. The tape was cut in an elongated hexagonal shape, which formed the microchannel in the flowcell. The other side of the tape was pasted on the LNA coated cover glass to build the microfluidic device. Two holes were punched at the two end of the microchannel with a biopsy punch, which acted as the inlet and outlet of the device and tubing were attached to allow liquid flow. The periphery of the PDMS slab was sealed on to the cover glass using epoxy glue.

### Experimental procedure for single-cell mRNA printing on glass

A suspension of U87 cells in PBS was flowed in to the device and loaded into the microwells by gravity (kept upside down) for 5 min at room temperature. After washing with PBS buffer supplemented with SUPERaseIN (Ambion), the microwells were sealed using an automated mechanical device by placing the flow cell upside down on a screw mounted on a motorized z-stage (ASI) so that the top PDMS slab containing the microwells was pressed against the glass bottom. After sealing the wells mechanically, the seal was retained by hermetic sealing to trap the single-cell lysate within a single microwell. The cells were lysed by freeze-thaw. Once the cells lysed, the mRNAs were captured on the LNA surface by hybridization of the 3′-polyA tail of the mRNA to the LNA-oligo(dT) during a 60 min incubation. The microwells were then unsealed and the flow cell was immediately and vigorously washed with the Wash Buffer (20 mM Tris pH 8.0, 50 mM NaCl, 0.1 % Tween-20), supplemented with SUPERaseIN (Fig. 1a). The flowcell was then incubated with TURBO DNase (Ambion) in TURBO DNase buffer, supplemented with 0.1 % Tween-20 and SUPERaseIN for 30 min at 37 °C to digest any residual genomic DNA. The mRNA captured on the LNA surface was reverse transcribed using M-MuLV Reverse Transcriptase (New England Biolabs) for 2 h at 42 °C in 1× M-MuLV Reverse Transcriptase buffer, supplemented with 10 mM DTT, 5 mM dNTPs, 0.1 % Tween-20 and SUPERaseIN. After reverse transcription the double stranded RNA-cDNA hybrids were stained with 10 nM SYTOX Orange dye (Invitrogen), an intercalator that is selective for double-stranded DNA, and incubated for 5 min prior to imaging.

The epifluorescence imaging system was constructed on an inverted Nikon Eclipse Ti-U microscope with 20×, 0.75 NA air objective (Plan Apo λ, Nikon). SYTOX Orange was excited using a 532 nm diode-pumped solid state laser (Dragon Lasers), and the fluorescence was collected and imaged onto an electron multiplying charge coupled device (EMCCD) camera (iXON3, Andor Technologies). The images were acquired with 0.5 s exposure time (controlled by external shutter) at 1 MHz digitization (with no EM gain). Automated scanning of the surface (motorized X-Y stage, ASI), image acquisition, and illumination were controlled with custom software written in C/C++. The images were analyzed using ImageJ software.

### Microfluidic device for single-cell RNA-Seq

For the single-cell RNA-Seq experiment we designed a monolithic PDMS based multi-channel device, by fabricating each channel with a microwell array. We used two key soft lithography techniques to fabricate this device. First, instead of using silicon wafer master directly for fabricating the microwell array as done in the case of RNA printing device, we generated a secondary master made out of PDMS. We did this because the aspect ratio of the micropillars results in a relatively fragile silicon master. We found the PDMS master to be more durable. Second, instead of using a double-sided adhesive tape for the device assembly, the bottom and the top of the device were bonded together by partial curing. This provided us with more durable and reliable partitions between the individual channels of our device than could be generated using tape. For the multi-lane microfluidic device, two different silicon wafer masters were fabricated, one for the top and other for the bottom containing the array of microwells. Masters for soft lithography were generated from 4-in silicon test wafers (University Wafer) coated with SU-8 2005 (MicroChem) photoresist as described elsewhere [21]. The wafer master for the bottom of the device contained five arrays of cylindrical pillars (diameter 50 micron; height 50 micron). The wafer was then fluorosilanized as described above. To avoid repeated use of the silicon wafer, we fabricated secondary masters in PDMS as follows. A total of 40 g of degassed PDMS 10:1 (base:curing agent) was poured and cured on the wafer, and then peeled off and cut into a rectangular slab. The surface containing an array of microwells was oxidized in plasma chamber (Harrick Plasma) for approximately 2 min and immediately fluorosilanized. Using this microwell-containing slab as a master, approximately 10 g of degassed PDMS was cured on it and peeled off. This new PDMS slab containing array of pillars is an exact replica of the silicon wafer, and is fluorosilanized and served as a secondary master for soft lithography for microfabrication of the bottom part of the microfluidic flowcell device. Approximately 2 g of degassed PDMS 9:1 (base: curing agent) was poured on a plasma cleaned glass slide and the secondary master with pillar array was placed gently with pillars immersed into the liquid PDMS. The slide, PDMS and master (on top) was degassed for approximately 5 min and then cured hard at 90 °C for 2 h. After curing, the master is peeled off and a thin layer of PDMS is bonded to the glass slide with five lane arrays of microwells.

A second silicon wafer master was constructed containing five longitudinal ridges (with a height of 100 microns) with rounded ends on which approximately 30 g of degassed PDMS 15:1 (base : curing agent) was poured and allowed to cure partially at 60 °C for 90 min. The partially cured PDMS was cut into a slab, holes were punched at either end of each channel, and the slab was placed gently on the top of the glass slide containing the microwell array in such a way that the longitudinal grooves were aligned over each of the five microwell arrays. The slide assembly was then incubated at 90 °C overnight to form a single monolithic PDMS structure as shown in Fig. 4a.

### Synthesis of uniquely barcoded beads for mRNA capture

N-succinimide-coated Sepharose beads with a mean diameter of approximately 30 μm were obtained from GE Healthcare in isopropanol. The beads were washed three times with water by configuration and re-suspended in a reaction mixture with a final concentration of 100 mM sodium borate (pH 8.5) and approximately 0.8 mg/mL streptavidin (streptavidin from New England BioLabs was spiked with approximately 2 % AlexaFluor 647-labeled streptavidin from Life Technologies). The reaction was incubated at room temperature for one hour on a rotisserie to allow the streptavidin to covalently attach to the beads. The beads were then washed five times in Wash Buffer and incubated in Wash Buffer for 30 min before using to completely quench any remaining reactive groups on the beads.

We annealed a dual-biotinylated oligonucleotide containing both the T7 promoter sequence and a partial Illumina adapter sequence (Additional file 1: Table S1) to each of 96 oligonucleotides (Additional file 1: Table S2) that are complementary to the partial Illumina adapter sequence on the 3′-end and contain a unique barcode and universal anchor sequence on the 5′-end (Fig. 3). The dual-biotinylated oligonucleotide was annealed at a final concentration of 2 μM in the presence of a four-fold molar excess of the barcoded oligonucleotide in a 96-well plate by stepwise cooling from 85 °C to 30 °C over 30 min. A DNA polymerase master mix was then added to each well such that the final concentration of the reaction components was 1× NEB Buffer 2 (New England BioLabs), 0.25 U/μL Klenow Fragment (exo-) (New England BioLabs), and 0.5 mM dNTPs. The reaction was incubated in each well at 37 °C for 30 min before heat inactivating the polymerase at 75 °C for 20 min.

An equal volume of beads was then added to each reaction mixture so that the extended, dual-biotinylated oligonucleotide could conjugate to the streptavidin coated beads at a final density of approximately 1 billion oligonucleotide primers per bead. The conjugation reaction was incubated at room temperature overnight on a rotisserie and quenched with biotin at a final concentration of 2 mM and sodium hydroxide at a final concentration of 125 mM to melt the template strand off of the beads. The beads were then pooled and washed five times in 125 mM sodium hydroxide supplemented with 0.1 mM biotin and then washed an additional three times with Wash Buffer and 0.1 mM biotin. The beads were then re-suspended in Hybridization Buffer (20 mM Tris pH 8.0, 1 M NaCl, 0.1 % Tween-20) supplemented with 0.1 mM biotin.

The pooled beads were split into ten reactions to which one of 10 partially complementary oligonucleotides (Additional file 1: Table S3) each containing a specific second barcode was added at a final concentration of 5 μM. The second barcode-containing oligonucleotides were allowed to hybridize to the beads at room temperature overnight on a rotisserie. The beads were then washed five times in Wash Buffer supplemented with 0.1 mM biotin and then re-suspended in a reaction mixture with final concentrations of 0.5 mM dNTPs, 1× NEB Buffer 2 (New England BioLabs), and 0.1 mM biotin. We included biotin in the wash and storage buffers in order to saturate any remaining streptavidin sites on the beads so that, in the even that a barcoded capture primer dissociates form a beads, it cannot re-associate with a different bead. The reactions were cooled to 16 °C on a thermocycler and Klenow Fragment (exo-) (New England BioLabs) was added at a final concentration of 0.25 U/μL. The reaction was incubated for 1 h at 16 °C with mixing every 10 min with a pipette followed by heat inactivation at 75 °C for 20 min.

The 10 reaction mixtures were then quenched and the hybridized strand was denatured by addition of sodium hydroxide to a final concentration of 125 mM. The reaction mixtures were then washed five times in 125 mM sodium hydroxide with 0.1 mM biotin, pooled, and then further washed three times with Wash Buffer supplemented with 0.1 mM biotin.

### Procedure for single-cell RNA-Seq experiment 1

Prior to the experiment, each lane of the device was flushed with 0.1 % Tween-20 solution and incubated for several hours to hydrate the microwells, which were subsequently washed with 2 mL of phosphate-buffered saline (PBS). Cell suspensions were counted using Countess automated cell counter (Life Technologies). A suspension of cells in PBS mixed with Calcein AM (live stain) dye was flowed in to each lane and incubated for approximately 5 min, so that the cells load in to the microwells under gravity. After thoroughly washing out the excess cells with PBS, a suspension of barcoded capture beads that had been pre-counted by microscopy was introduced in PBS and allowed to load under gravity for 5 min. We typically introduce approximately 3,000 cells to each lane of our device. It may be possible in future studies to load fewer cells and simply incubate the cell suspension for longer in order to maximize capture efficiency. We also note that only 25 % of the lower surface of each channel contains a microwell array, and so by expanding this area, we could significantly increase the number of cells captured without incurring increased reagent costs for on-chip library generation (as long as we concomitantly increased the size of our barcode pool). Excess beads were washed out thoroughly with PBS and the flow cell was incubated on ice. A total of 20 μL 0.08 % TritonX-100 (Sigma) supplemented with SUPERaseIN in PBS was flowed under ice-cold conditions immediately followed by fluorinert oil (Sigma) to seal the device. After two cycles of freeze-thaw at −80 °C to enhance cell lysis, the device was incubated at room temperature for 60 min for mRNA capture (Fig. 2a).

Two of the lanes contained pure U87 and MCF10a cells, respectively, and other lanes were loaded with a mixture of both the cell types. All lanes were imaged twice, first with blue laser (λ_ex_ = 473 nm, Dragon Lasers) for imaging the cells and secondly with a red laser (λ_ex_ = 637 nm, Obis, Coherent) for imaging the beads labeled with AlexaFluor 647 tagged streptavidin. We used the two-color images to determine number of bead-cell pairs in the array. After 1 h of incubation for mRNA capture, all the lanes were unsealed by rapid washing of the oil with 20 mM Tris, containing 1 % TritonX-100 and SUPERaseIN, followed by Wash Buffer supplemented with SUPERaseIN. After this point the microwells stay open and subsequent enzymatic steps occur simultaneously in separate lanes of the open device.

The single-cell library preparation protocol is adopted from the recently reported CEL-Seq protocol [9] with few modifications as described below. The mRNA captured on the beads was reverse transcribed using ProtoScript II Reverse Transcriptase (New England Biolabs) for 2 h at 42 °C in 1× ProtoScript Reverse Transcriptase buffer, supplemented with 10 mM DTT, 0.5 mM dNTPs, 0.1 % Tween-20 and SUPERaseIN. The reaction mixture was washed out with Wash Buffer. The second strand synthesis was carried out using reagents from the MessageAmp II aRNA amplification kit (Ambion), where a mixture of DNA polymerase and RNaseH in second strand buffer was used along with dNTPs by incubating the device at 16 °C for 2 h. After flushing out the second strand reaction mixture with Wash Buffer, an *in vitro* transcription mixture from the MessageAmp II kit containing four nucleotides and T7 RNA polymerase enzyme mix in T7 buffer was introduced to all lanes and incubated for 13 h at 37 °C (Fig. 4b). The reaction linearly amplified our cDNA, eluting pools of barcoded aRNA into the flow channels of the device which was then removed from each lane using a pipette and purified separately using RNA Clean & Concentrator columns (Zymo) and eluted into five separate tubes. The aRNA from the five lanes was reverse transcribed separately using random hexamers tagged with five different barcodes and 8-base UMIs to differentiate cDNA for all five lanes and part of an Illumina sequencing adapter. The aRNA along with the hexamer primers was heated to 70 °C for 2 min and immediately placed on ice for 5 min. The reverse transcription mix containing PrimeScript Reverse Transcriptase (Clontech-Takara), 0.5 mM dNTPs, 10 mM DTT, 1× PrimeScript buffer supplemented with SUPERaseIN was added and incubated at 25 °C for 10 min followed by 2 h incubation at 42 °C. The RNA-cDNA hybrid product was purified twice using 0.65× ratio of Agencourt Ampure beads (Beckman Coulter) and the purified cDNA from all the lanes were pooled together for PCR. Phusion High Fidelity DNA polymerase (New England Biolabs) was used for amplifying the cDNA using RP1 and RPI Illumina primers in 1× PhusionHF buffer supplemented with dNTPs. The PCR product was purified on a 1.5 % agarose gel which was stained with SybrGold (Life Technologies) before being cut between 400–800 bp. The library was extracted from the gel using Gel Extraction kit (Qiagen), and further purified and concentrated using a 0.65× ratio of the AMpure beads (Beckman Coulter). The final library was quantified usinga Qubit (Life Technologies) and Bioanalyzer (Agilent) and sequenced on NextSeq 500 desktop sequencer (Illumina). We obtained approximately 240 million paired-end reads with a 26-base first read and a 66-base second read.

### Procedure for single-cell RNA-Seq experiment 2

Experiment 2 was identical to Experiment 1 with a few exceptions. First, the two cell types under study were U87 human glioma cells and WI-38 human fibroblast cells (a diploid, limited-passage, non-cancer cell line). Second, reagents from the HiScribe *In Vitro* Transcription kit (New England BioLabs) were substituted for the MessageAmp II kit for the IVT portion of the protocol. Third, some of the oligonucleotides used were different from in Experiment 1 and are tabulated (Additional file 1: Tables S4–6). Finally, we obtained a sufficiently pure library that gel purification was unwarranted and library purification using AMpure beads was sufficient. We obtained approximately 130 million paired-end reads with a 26-base first reads and a 60-base second read on a NextSeq 500 desktop sequencer.

### Analysis of single-cell RNA-Seq data

Read 1 of our single-cell RNA-Seq data contains a cell-identifying barcode sequence followed by poly(dT), and read 2 contains a 8-base UMI followed by a 6-base lane-identifying barcode and a transcript sequence. We first demultiplex the reads based on the lane-identifying barcode while recording the corresponding UMI using a custom Python script. We then map the remainder of read 2 to the human genome and transcriptome (hg19, Ensembl annotation from Illumina iGenomes) using the STAR aligner [40]. Mapped reads for each lane are then demultiplexed based on the cell-identifying barcodes in read 1 and assigned to a gene using HTSeq [41]. Both the lane- and cell-identifying barcodes were allowed to have a single-base mismatch during demultiplexing.

We collected the set of reads that uniquely mapped to the transcriptome and assigned an address comprised of its cell-identifying barcode, gene, UMI, and mapping position. In addition, we kept reads that mapped to both the genome and transcriptome, but that mapped to only one position on the transcriptome and mapped to that position with the appropriate strand-specificity. We then filtered the reads to identify unique molecules. Reads with identical addresses were collapsed to a single molecule. In addition, reads with identical cell-identifying barcodes, genes, mapping positions, and with UMIs having a Hamming distance less than or equal to two were collapsed to a single molecule. Because the mapping positions produced by STAR do not necessarily correspond to the beginning of a read, we further considered reads to originate from identical molecules if they had identical genes, cell-identifying barcodes, UMIs with a Hamming distance less than or equal to two, and a mapping position within six bases. Finally, we removed all reads considered identical molecules by the above definition (UMIs with a Hamming distance less than or equal to two and mapping position within six bases) but that also occurred with different cell-identifying barcodes within the same lane. This conservative approach likely underestimates of the true number of molecules associated with each cell and gene and results in some loss of gene detection. However, it also removes molecules that may become spuriously associated with the incorrect cell via PCR recombination, as observed and similarly filtered in previous studies that used very similar library construction protocols [12].

To identify barcodes that correspond to actual individual cells in our device in Experiment 1, we filtered the observed cell-identifying barcodes by progressively downsampling the corresponding gene profiles to the same number of total reads and assessing the number of unique molecules detected from each cell-identifying barcode. After excluding cell-identifying barcodes having zero associated molecules, we found the distribution of associated unique molecules to be bimodal, with one small subpopulation having nearly as many unique molecules as reads at low read totals (Additional file 1: Figure S1a, b). We found the size of this subpopulation to be in excellent agreement with our device imaging data (Additional file 1: Figures S1c, S2). We took these 598 profiles to represent the actual individual cells captured in our device with a barcoded bead. We used the same approach to assess the cell-identifying barcodes in Experiment 2.

We kept the 396 single-cell profiles with the highest coverage in our dataset (all five lanes represented). We compared the U87 and MCF10a single-cell profiles to bulk RNA-Seq profiles of U87 and MCF10a cells. We prepared a bulk RNA-Seq library from approximately 10^7^ U87 cells using the TruSeq RNA-Seq library preparation kit (Illumina) and sequenced the library to a depth of approximately 30 M, 100-base single-end reads on an Illumina HiSeq 2500. We obtained a publically available bulk RNA-Seq profile of MCF10a cells from the Gene Expression Omnibus (entry GSE45258). Reads were mapped to the transcriptome as described above and expression values (FPKM) were computed using Cufflinks [42]. Pearson correlation coefficients between single-cell and bulk profiles were computed between log-transformed single-cell expression profiles (unique molecules per million reads plus one) and log-transformed bulk values (FPKM plus one). We generated single-cell median profiles from different numbers of randomly selected single-cell profiles and repeated this random sampling 10 times without replacement for each data point in Fig. 6a and b. For each Pearson correlation calculation, only genes with log-transformed single-cell median or bulk values greater than 0.5 were included.

Differential expression analysis was conducted by comparing each detected gene in the two cell type-exclusive lanes using Wilcoxon’s rank-sum test. Genes with *P* <0.05 were used for clustering analysis. Regardless of differential expression we used +/−(1-p) (which is positive for expression biased in one cell type and negative for expression biased towards a second cell type) for each gene as input to iPAGE, a mutual information-based algorithm that can associate gene ontologies with genes based on an assigned numerical value [35]. We then generated a matrix of pairwise Spearman correlation coefficients based on unique molecules detected across 396 single-cell profiles in Experiment 1 (247 profiles in Experiment 2) using only the differentially expressed genes. We then clustered the data with the MATLAB implementation t-SNE using the correlation matrix as input. We color-coated the single-cell profiles in the t-SNE clusters using a simple classifier score given by the log-ratio of the number of cell type-specific genes for each of the two cell types in a given cell with an above-average rank in expression level (Fig. 7c, Additional file 1: Figure S4b).

## Additional file

Additional file 1:
**Figures S1–4 including analysis of barcodes, image of RNA capture in an unsealed microwell device, clustering analysis of Experiment 2, Tables S1–6 containing oligonucleotide sequences, and Table S7 detailing reagents costs.**

## Abbreviations

aRNA: Amplified RNA
ISA: Illumina sequencing adapter
LNA: Locked nucleic acid
PDMS: Polydimethylsiloxane
qRT-PCR: Quantitative real-time polymerase chain reaction
RNA-FISH: RNA fluorescence *in situ* hybridization
RNA-Seq: RNA sequencing
TPS: T7 promoter sequence
tSNE: t-stochastic neighborhood embedding
UMI: Unique molecular identifier

How the deposited data were processed for this re-analysis (not part of the article)

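Single-cell RNA-Seq profiles of 643 cells from 2 experiments were analysed, each on a device with 5 lanes. In each experiment 1 lane held U87 glioma cells, 1 lane the other cell line (MCF10a in Experiment 1, WI-38 in Experiment 2) and 3 lanes a mixture. Bulk profiles, and the single-cell profiles that the authors did not keep, are not analysed here.

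The deposited counts are whole numbers of molecules per gene and cell. The authors demultiplexed the reads by lane and cell barcodes with 1 mismatch allowed, mapped them to hg19 with the Ensembl annotation by STAR, assigned them to genes with HTSeq and collapsed them to molecules by cell barcode, gene, UMI (Hamming distance up to 2) and mapping position (within 6 bases). They removed molecules found under more than 1 cell barcode of a lane and kept the cells of highest coverage. They did not normalize or log-transform the counts. UMIs were added after amplification by IVT, so the counts are of amplified copies.

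The tables hold 19741 rows in Experiment 1 and 17540 in Experiment 2, of which 3023 and 1923 are for reads that fit more than 1 gene. These rows were left out of all totals. Names of 20 and 18 rows had been turned into dates by a spreadsheet, and these genes were kept and not named. Rows were joined by their place in the tables, where all other names were the same in each lane. The values of mixed lane 1 of Experiment 1 were moved down by 2 rows, found by comparing each lane with the others at moves of up to 4 rows, and the 2 genes without a value in that lane were left out. This left 16716 and 15617 genes. The lane sums were 259955 (U87), 378229 (MCF10a) and 806226 molecules (mixed lanes) in Experiment 1 and 336882 (U87), 114294 (WI-38) and 390389 molecules (mixed lanes) in Experiment 2.

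From the counts were computed the genes detected per cell (1 or more molecules), the CV of molecules scaled to the cell's total, a cell score after that of the paper (the text does not give the log base or the genes over which ranks are averaged, so log2, 1 added to each number and the mean rank over the 189 genes were chosen here), the correlation within a lane of the shares of molecules on each gene set, correlations of pooled profiles, medians of gene lists and the molecule sums of named genes. The gene sets hold 189 genes, the number the paper gives, ranked by the area under the curve between the cells of both exclusive lanes. The paper chose its genes by a cut-off on a Wilcoxon P value over cells, which was not used because cells of 1 lane are not replicates. For comparisons across depths each cell was thinned at random to 500 molecules, and shallower cells were left out. Random gene lists (10000) and random pairs of gene sets (1000) were drawn among the 50 genes nearest in mean. Exact 95% intervals are Poisson for sums and Clopper-Pearson for shares. A sum of 0 was taken as fewer than 3 counts over the lane. Cells were scored by the side of 0 on which they lay, and doublets were not removed.

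Named genes were the 5 with the highest and the 5 with the lowest log2 ratio of pooled CPM (molecules scaled to the lane's total, 10 added) in each experiment among genes with at least 50 molecules, without mitochondrially encoded genes, and markers with at least 50 molecules. The paper's text names no gene of these comparisons. Markers were 20 genes each for MCF10a (epithelial), U87 (glioma) and WI-38 (fibroblast), with COL1A1 and COL1A2 in both the U87 and the WI-38 list, and were left out on both sides where the lists were set against each other. The value of 1 marker gene is not reported here. Family lists were drawn up by gene name, not taken from an ontology, for cytosolic ribosome, intermediate filament, glycolysis, proteasome, extracellular matrix constituents, microtubule-based process, electron carrier, RNA splicing, nucleolus and mitochondrially encoded genes.

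The design, the gene lists and most alternatives were fixed before the data were examined. Alternatives were the size of the gene set (100 and 400), ranking by log2 ratio, unscaled molecules, thinning to 500 and 1000 molecules, genes in at least 10 cells, genes chosen on other cells, the CV in excess of Poisson counting, other scores, pseudocounts of 1 and 50, equal weight for every cell, median-of-ratios scaling, a minimum of 50 molecules and leaving out each mixed lane. Leaving the rows of mixed lane 1 as deposited and counting rows of more than 1 gene as genes were added after the data were seen. No test across lanes was made. Each line had 1 exclusive lane per experiment, and a fit that pools the spread of the 3 mixed lanes was not run.

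The steps were tested on simulated cells with the real totals and means. With 200 genes changed 4-fold or 8-fold in Experiment 1 (16716 genes), 99.5% of the chosen gene set had been changed, and all simulated mixed-lane cells were scored as their own line. In simulated Experiment 2 (15617 genes) 91.5% of the chosen set had been changed and 97.8% of simulated WI-38-lane cells were scored as that line. With no gene changed in simulated Experiment 1, 19.7% of U87-lane cells were scored as U87 and 78.4% of MCF10a-lane cells as MCF10a, so that the lanes were not separated, and 1.75% of mixed-lane cells as U87, an offset towards MCF10a. With no gene changed in simulated Experiment 2, the score placed 100% of U87-lane and of mixed-lane cells with U87 and 0% of WI-38-lane cells with WI-38, so that the side of 0 carried an offset. The simulated gene sets were not held to the sizes of the real ones, so an offset of the score may not carry over to the real cells. The log-likelihood ratio carried one as well, with 4.55% of U87-lane cells placed with U87 in Experiment 1 and 100% in Experiment 2 when no gene was changed. The CV was higher in the mixed lanes for 88.6% and 85.7% of the chosen genes of Experiment 1 and for 81.5% and 90.9% of those of Experiment 2 with no gene changed, and for 49.5%, 68.6%, 72.3% and 56.3% with genes chosen on other cells. Each of these shares comes from 1 simulation and has no interval. Of 100 lists of 50 unchanged genes, between 4 and 8 lay beyond the lowest or highest 2.5% of random lists. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9 were used.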

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

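The leaving-out of each mixed lane in turn kept every share and correlation it was run for within the interval or spread of the value over all lanes. The U87-specific genes with a higher CV in the mixed lanes made up 89.0% to 92.7% in Experiment 1 and 56.5% to 68.5% in Experiment 2, where the lowest value was that without mixed lane 2 and its interval (from 45.8%) reached below 50%, the MCF10a-specific genes 77.6% to 83.2% and the WI-38-specific genes 74.2% to 79.4%. Mixed-lane cells scored as U87 made up 12.4% to 18.6% in Experiment 1 and 23.5% to 31.1% in Experiment 2. The mean correlation of the shares of both gene sets within the mixed lanes lay between -0.36 and -0.16 in Experiment 1, where the value over 3 lanes was -0.23 and that without mixed lane 3 was -0.36, and between -0.61 and -0.50 in Experiment 2.

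Genes detected per cell moved with depth and definition, as fewer molecules or a stricter count must lower them. In Experiment 1 the mean fell from 777 to 269.5 at 500 molecules, 437 at 1000 molecules and 443 with at least 2 molecules of a gene, and the median over cells was 587.5. In Experiment 2 it fell from 912 to 293, 515 and 459, and the median was 644. Counting the rows of more than 1 gene gave 840.3 and 980.7, and the rows of mixed lane 1 as deposited gave 762, both added after the data were seen.

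The shares of genes with a higher CV stayed above 50% under every alternative run, although the interval reached below 50% for the U87-specific genes of Experiment 2 with 100 genes (60.6%) and with the excess over Poisson counting (56.5%). Outside the interval of their main value were the MCF10a-specific genes with the rows of mixed lane 1 as deposited (90.7%), the U87-specific genes of Experiment 2 with molecules not scaled (77.3%), with cells thinned to 500 molecules (82.4%) and with genes chosen on the other cells (79.6%), and the WI-38-specific genes with thinned cells (92.8%). The cause was not tested.

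The shares of cells on either side of a score of 0 depended on the setting. In Experiment 1 the mixed-lane cells scored as U87, 16.2% in the main setting, were 7.46% with 100 genes, 26.8% with 400 genes, 10.1% with molecules not scaled, 36.4% with cells thinned to 500 molecules, 28.1% with fractions of each set, 29.4% with a log-likelihood ratio and 50% with k-means outside the gene set. U87-lane cells scored as U87 went from 84.8% to 69.7% with molecules not scaled and 48.5% with k-means, and MCF10a-lane cells scored as MCF10a from 100% to 89.1% when thinned and 53.9% with k-means. In Experiment 2 the mixed-lane cells scored as U87, 26.9% in the main setting, were 0% with 100 genes and with thinned cells, 50% with 400 genes, 88.5% with molecules not scaled, 56.2% with the log-likelihood ratio and 46.9% with k-means. The U87-lane cells, 68.1% in the main setting, were 9.72% with 100 genes, 4.29% when thinned, 90.3% with the gene set chosen on all exclusive-lane cells, 94.4% with 400 genes, 95.8% with the log-likelihood ratio and 100% with molecules not scaled. WI-38-lane cells scored as WI-38 fell from 100% to 66.7% with molecules not scaled and 42.2% with k-means. The number of genes in each set enters the score, and no share of the mixture should be read from the number of cells above 0. K-means gives groups and no score, and its groups did not separate the lines. The group with the larger U87 share held 48.5% of U87-lane and 46.1% of MCF10a-lane cells in Experiment 1. In Experiment 2 it held 62.5% of U87-lane and 57.8% of WI-38-lane cells.

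The correlation of set shares in Experiment 2, -0.55 in the main setting, was -0.33 with thinned cells and reversed to 0.37 with the marker lists. Most U87 markers were higher in the WI-38-exclusive lane. The correlation of pooled profiles in Experiment 1, 0.51, was 0.12 over genes with at least 50 molecules and 0.78 for medians over cells, where most genes are at 0 in both lanes.

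The list medians of this paragraph are not taken relative to the median of all genes. Of 129 alternatives for gene lists, 118 moved by less than the spread of random lists, 9 moved by more and 2 changed the sign of a list that lay beyond 95% of random lists. Changes of sign of lists within that range were not counted apart. Of the 2, the cytosolic ribosome of Experiment 1 went to 0.11 with every cell at the same weight (0.24 relative to all genes), and the extracellular matrix list of Experiment 1 to -0.0713 over genes with at least 50 molecules (0.03 relative to all genes, so not reversed on that scale), which removes 9 of its 23 genes. In Experiment 1, a pseudocount of 1 moved the epithelial markers to -3.52, the WI-38 markers to 3.83 and intermediate filament to -3.16, and a pseudocount of 50 moved the epithelial markers to -1.73, the U87 markers to 1.21, the WI-38 markers to 0.99 and intermediate filament to -0.84, as the added value shrinks or stretches ratios of low genes. The U87 markers went to 1.01 with every cell at the same weight. In Experiment 2, the epithelial markers went to 3.18 with a pseudocount of 1 and had too few genes for a value at a minimum of 50 molecules. Of 60 alternatives for named genes, 36 stayed within the counting interval and 24 moved beyond it with the same sign.

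Depth limits all of these values. A median cell held about 1 molecule or none of most genes, with 161 and 164 genes at a median above 0 in the exclusive lanes of Experiment 1, and several genes with the largest ratios rested on the molecules of 1 cell, which no counting interval covers.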

Differences from the paper's values

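No main value was more than 1.5 times the paper's or less than the paper's by that factor. The paper's mean of 876 genes per cell in Experiment 1 stands beside 777 here, and its 1,030 in Experiment 2 beside 912. The paper's shares of genes with a higher CV, 92% and 85%, stand beside 92.7% and 82.2%. The numbers of profiles, 396 and 247, match. The paper chose its 189 genes by a test over cells, while here genes were ranked by size.

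For 9 ontologies of Fig. 7a, lists were drawn up here by gene name and not taken from the ontologies. Of these lists, 8 had a median on the side the figure gives the ontology, relative to the median of all genes. The electron carrier list, which the figure shows higher in U87 cells, had a median of -0.01 relative to all genes, and of 0.17 with every cell at the same weight. The RNA splicing list, shown on the same side, lay at 0.11, at percentile 53.3 of random lists. The cytosolic ribosome list, shown as higher in MCF10a cells, lay at -0.08, and at 0.24 with every cell at the same weight.

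The paper describes both cell lines of Experiment 1 as mesenchymal. In the MCF10a-exclusive lane all 17 epithelial markers with at least 10 molecules were higher than in the U87-exclusive lane. VIM was at 161 CPM (molecules scaled to the lane's total) there, against 2193 in the U87-exclusive lane, while MT2A, TIMP1 and CAV1 of the U87 list were higher in the MCF10a-exclusive lane, at log2 ratios (U87 over MCF10a) of -1.21, -0.72 and -0.68.

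Experiment 2 is described in the paper as giving closely related results. All 45 WI-38-lane cells were scored as WI-38, while 68.1% of U87-lane cells were scored as U87, against 84.8% in Experiment 1. Among the alternatives set before the data were examined, the share was 90.3% with the gene set chosen on all exclusive-lane cells. It was 95.8% with the log-likelihood ratio over all genes. When no gene is changed, the score and this ratio each put 100% of simulated U87-lane cells with U87. For the score this may not carry over, since the simulated gene sets were not held to the sizes of the real ones. The share was 100% with molecules not scaled, 94.4% with 400 genes, 72.2% with fractions of each set and 62.5% with k-means. It was 9.72% with 100 genes and 4.29% with cells thinned to 500 molecules. The number of genes in each set enters the score. The U87-specific set was the smaller one with 100 genes and with thinned cells. It was the larger one with 400 genes and with molecules not scaled.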

Other observations

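The tests of rows out of place, of random groups of cells and the groups' sizes and depths, of molecules lost one by one or together, of the exclusive lanes' own correlations with and without thinning, of correlations with no gene changed or in cells of a single line, of intermediate scores among deeper cells, of the U87-lane cells thinned with the gene sets kept or judged by their markers, of scores in mixed lanes 2 and 3 alone, of reads in the wrong lane and of gathered molecules were chosen after the results were seen. The others were set before.

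In mixed lane 1 of Experiment 1 the values sit in other rows than their names. After a move of 2 rows the lane's correlation with the other lanes' median profile was 0.811, against 0.0487 as deposited, which is consistent with a displaced column of names. Over the 189 genes, cells of this lane had a mean Spearman correlation of 0.0375 with the cells of the other lanes as deposited and of 0.229 after the move, against 0.171 to 0.241 for the other lanes after it. No biological explanation was tested. Whether the paper's figures were drawn before or after the rows were displaced cannot be read from the counts.

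Most cell type-specific genes had a higher CV in the mixed lanes. In simulated cells with no gene changed, 88.6% and 85.7% of the genes of Experiment 1 and 81.5% and 90.9% of those of Experiment 2 had it too. A choice of genes on the same cells raises such shares, and random groups of mixed-lane cells alone gave averages of 86.8% and 77.1% in Experiment 1 and 77.3% and 87.4% in Experiment 2, where the lanes gave 92.7%, 82.2%, 66.3% and 78.4%. With genes and CVs from different cells the lanes still gave 87.8%, 86.9%, 79.6% and 80.2%, each with its interval above 50%. By the same procedure, simulated cells with no gene changed gave 49.5% and 68.6% in Experiment 1 and 72.3% and 56.3% in Experiment 2. The random groups, which are smaller than the lanes, gave averages of 76.2%, 69.3%, 64.4% and 72.8%. In Experiment 1 both intervals lie above these values, but they treat genes as independent and rest on 1 random split of the cells. The random groups ranged from 46.6% to 94% and from 38.5% to 91.1%. Of 100 such groups, 4 and 3 lay at or above the lanes' values. The choice of genes as the whole source is thus not excluded in Experiment 1. In Experiment 2 the choice stays open as well. The interval of the U87-specific genes (70.5 to 86.9) holds the simulated 72.3%. That of the WI-38-specific genes (70.2 to 88.0) lies above the simulated 56.3% but holds the random groups' 72.8%. Each simulated share comes from 1 simulation and may rest on few genes, so its own error is not known. The lanes' values lie above the random groups' averages and below the highest random group (94%, 91.1%, 100% and 95.2%), in Experiment 1 near it. The sizes and depths of the compared groups therefore cannot be told apart from a difference between the lines. If mixed-lane cells shared 1 profile with counting noise alone, 11.1% and 7.20% of the genes of Experiment 1 and 21.7% and 17.7% of those of Experiment 2 would have a higher CV, but that simulation lacks the gathering of molecules in few cells that each of the 10 lanes shows. The exclusive lane's molecules were also thinned one by one to the mixed lanes' mean. In Experiment 1, 86.7% of U87-specific and 78.8% of MCF10a-specific genes still had the higher CV in the mixed lanes. In Experiment 2, 58.8% of U87-specific genes, which cannot be told apart from 50%, and 64.6% of WI-38-specific genes did. These genes were chosen on the cells that were thinned, and with no gene changed such a choice gave 88.6%, 85.7%, 81.5% and 90.9%. A share above 50% therefore cannot tell a lower mean, with single molecules lost, from other sources. When all of a gene's molecules were removed from random cells instead, the shares were 63.0%, 67.1%, 44.6% and 32.4%. A mixture of cells with and without the gene would look the same, so this decides nothing. A mixture of cell lines stays open, untested by these values.

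Cells of the exclusive lanes separate by their gene sets, and each line was run in its own lane. A lane effect alone, if alike in all cells of a lane, should leave the shares of both sets within a mixed lane as correlated as with no gene changed. They lay below all random pairs of gene sets in 2 of 3 mixed lanes of Experiment 1 and in 3 of 3 of Experiment 2, and in mixed lane 3 of Experiment 1 at 0.0414, within the random range, and at -0.158 with cells thinned to 500 molecules, below it. Random pairs are not chosen between lanes, however. With genes chosen between simulated cells of 1 profile, the mean of the 3 lanes was never below -0.20 in Experiment 1 and -0.29 in Experiment 2 (-0.25 and -0.27 with thinned cells), where the lanes' means were -0.227 and -0.551 (-0.309 and -0.332). With genes chosen between random groups of mixed-lane cells, the lowest means were -0.39 and -0.54 (-0.34 and -0.36), so that the lanes' means lie within the range of random groups except in Experiment 2 with all molecules. The random groups are smaller than the lanes and hold the mixture themselves, so genes were also chosen between random parts of 1 exclusive lane and measured in the other, where no cells of different lines meet. The lowest mean over both exclusive lanes was then -0.295 in Experiment 1 and -0.24 in Experiment 2 (-0.23 and -0.34 with thinned cells). With all molecules the lanes' mean in Experiment 2 lies below all of these values. It lies below those of the simulated and single-line cells by more than the spread of its lanes. This argues against a choice of genes with no gene changed, although with thinned cells the mean lay within the range of the single-line cells and of the random groups. None of the compared cells held a lane effect. A lane effect on genes that also vary among cells of 1 lane therefore stays open. In Experiment 1 the choice of genes and a lane effect cannot be told apart from a mixture. There the lanes' mean with all molecules lies within the range of the single-line cells and of the random groups. The marker lists gave no such correlation in Experiment 1 and a positive one in Experiment 2. They decide nothing on a mixture, since U87 markers were not low in the other line's lane. In Experiment 1 U87 markers made up 0.773% of molecules in the MCF10a-exclusive lane and 1.00% in U87-lane cells scored as U87. In Experiment 2 they made up 1.53% in the WI-38-exclusive lane and 0.762% in U87-lane cells scored as U87. A difference among cells that the exclusive lanes hold too cannot be told apart from the mixture. In Experiment 1 the lowest correlation of the exclusive lanes was -0.0361, within the random range, but with thinned cells it was -0.133 in the U87-exclusive lane, below all random pairs. In Experiment 2 it was -0.285 in the WI-38-exclusive lane, below the random range of -0.16 to 0.50, and with thinned cells -0.341 in the U87-exclusive lane, below the random range of -0.19 to 0.37.

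Mixed-lane cells with an intermediate score had a median of 0.979 times the molecules of the other mixed-lane cells in Experiment 1 and 0.761 times in Experiment 2, with lane values from 0.756 to 1.22 and from 0.381 to 1.10. Joined cells should hold more molecules, but totals within a lane spread widely, from 299 to 28901 in mixed lane 1 of Experiment 1. Depth itself also moves the share of intermediate cells. These medians therefore cannot decide on more than 1 cell under 1 barcode. Intermediate were 20.6% of mixed-lane cells in Experiment 1, from 14.7% in mixed lane 2 to 29.5% in mixed lane 3, and 28.5% in Experiment 2, against 4.55%, 0.980%, 6.94% and 11.1% of the cells of the U87-exclusive and MCF10a-exclusive lanes of Experiment 1 and the U87-exclusive and WI-38-exclusive lanes of Experiment 2. After thinning to 500 molecules the shares were 24.4% (interval 18.98 to 30.6) in the mixed and 16.8% (interval 11.4 to 23.3) in the exclusive lanes of Experiment 1, and 23.3% and 11.5% in Experiment 2, so that depth moves them and these values decide nothing. Among cells of at least the median depth (2033.5 molecules), 20.5% (interval 13.6 to 29.0) were intermediate in the mixed lanes of Experiment 1, in each lane more than in either exclusive lane, and 3.70% (interval 0.770 to 10.4) in both exclusive lanes together, although the interval of the U87-exclusive lane alone (2 of 30 cells) reached 22.1%. Few molecules are thus argued against as the whole source in Experiment 1. In Experiment 2 they stay open, with 25.4% (interval 15.5 to 37.5) and 8.77% (interval 2.91 to 19.3) among such cells (at least 1745 molecules). Of these, 0 of 38 cells were intermediate in the U87-exclusive lane and 5 of 19, or 26.3%, in the WI-38-exclusive lane. In Experiment 1, mixed-lane cells scored as U87 also had lower scores than those of the U87-exclusive lane. The rows of mixed lane 1 do not account for it, since the median was 0.360 in mixed lanes 2 and 3 alone and 0.66 in the U87-exclusive lane. The medians in Experiment 2 were 0.45, 0.21 and 0.38 in mixed lanes 2, 3 and 4 and 0.42 in the U87-exclusive lane, higher in mixed lane 2 and lower in the others.

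U87-like cells of the mixed lanes carried more molecules of the other line's markers than those of the U87-exclusive lane, 0.180% against 0.0184% in Experiment 1, and all 11 markers with at least 50 molecules in the MCF10a-exclusive lane were higher, although COL17A1 and DSP had 1 and 2 molecules. The markers were uneven. CDH1 was at 217 CPM in these cells, 161 in the mixed-lane cells scored as MCF10a and 209 in the MCF10a-exclusive lane, while DSP was at 11.1, 193 and 436. Cross-talk between wells of a lane, which should carry all abundant transcripts alike, therefore cannot be told apart from other sources. More than 1 cell under 1 barcode, MCF10a cells scored as U87 and a response of U87 cells to their neighbours, which the paper names, stay open and were not separated by this value. In Experiment 2 the shares were 0.173% and 0.107%, with 5 of 6 such markers higher. COL5A1 was lower, but 1 cell held 63 of its 93 molecules in the U87-exclusive lane. The source stays open in Experiment 2 too, since the named sources were not separated there either.

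Some U87-lane cells were scored as the other line, and the paper proposes heterogeneity of U87 cells. In Experiment 1, 10 such cells, scored without the marker genes, held 1.39% of their molecules on MCF10a markers. The MCF10a-exclusive lane held 0.789%, the other U87-lane cells 0.0184%. The markers were uneven, with S100A2 at 9303 CPM in these cells and 2488 in the MCF10a-exclusive lane and SFN at 1654 and 582. KRT6A was at 248 and 1108 and LAMB3 at 41.3 and 394. Single cells held 125 of the 225 S100A2 and 26 of the 40 SFN molecules. Of the 11 markers with at least 50 molecules in the MCF10a-exclusive lane, KRT6A, LAMB3, DSP and CDH1 stayed lowest against that lane. They had 6, 1, 2 and 1 molecules in the 10 cells. MCF10a cells, or their RNA, in the U87-exclusive lane therefore cannot be told apart from other sources. Few molecules alone are argued against, since they would leave the marker share at that of the other U87-lane cells, and without the cell with most markers it was still 1.02%. With the gene sets kept, 5.36% (interval 1.12 to 14.9) of the 56 U87-lane cells scored as U87 turned to MCF10a when thinned to 500 molecules. Of the lane, 13.6% were scored so, which lies within this interval, so the thinning decides nothing here. Reads given to the wrong lane cannot be told apart, since 5 of the 9 cells and 25 of the other 57 carried a cell barcode also found in another lane. Heterogeneity of U87 cells was not tested. In Experiment 2 the marker share of the 15 such cells, scored without the marker genes, was 0.158%, against 0.898% in the WI-38-exclusive lane, which argues against WI-38 cells. Few molecules stay open there. By the score with all genes 19 cells lay below 0, with a median of 810 molecules against 3093, and 22.9% (interval 12.0 to 37.3) of 48 cells scored as U87 and holding at least 500 molecules turned to WI-38 when thinned to 500 molecules with the gene sets kept, against 26.4% of the lane that were scored so. Of the 15 cells, the 14 without the one with most markers had a share of 0.149%, with its interval overlapping that of the U87-lane cells scored as U87 (0.107%). Reads in the wrong lane are argued against, as 3 of the 19 and 13 of the other 53 carried a barcode found in another lane.

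The same cell barcodes occurred in several lanes, 57 of 330 barcodes in Experiment 1 and 25 of 218 in Experiment 2. Simulated random draws from 960 equally frequent barcodes gave a median of 55 (95% of draws between 44 and 65) and 22 (15 to 30), which is consistent with even use of the barcodes. No barcode occurs more than once within a lane, where cells that share one cannot be seen.

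A gene's molecules were gathered in few cells. Among genes with at least 5 molecules in a lane and a mean below 0.2 per cell, 38.7% to 48.6% of the detected gene and cell pairs had 2 or more molecules over the 10 lanes, against 11.4% to 16.5% in cells simulated from their lane's profile, which argues against counting noise alone. UMIs added after IVT could give several molecules for 1 captured mRNA, but bursts of expression would do so as well, and nothing here separates them. The exact intervals for sums are therefore too narrow for captured mRNA.

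Pooled profiles of the U87-exclusive lanes of the 2 experiments, drawn to 111481 molecules each, correlated at r = 0.33 across 4660 genes, less than different lines of the same experiment (0.44 for U87 and MCF10a, 0.46 for U87 and WI-38) and more than different lines of different experiments (0.20 to 0.24). Experiment and kit differ together here, and no cause was tested. In Experiment 2, medians of gene lists (U87 over WI-38) relative to the median of all genes lay beyond 95% of random lists for extracellular matrix constituents (-2.99), WI-38 markers (-2.69), electron carriers (0.23), the proteasome (0.46) and RNA splicing (0.46). With genes of at least 50 molecules, electron carriers (percentile 97.2) and the proteasome (percentile 91.3) lay within that range. Within it lay U87 markers (-1.53, but beyond it at percentile 1.28 with genes of at least 50 molecules, 1.15 with a pseudocount of 50 and 1.88 with every cell at the same weight), mitochondrially encoded genes (-1.66), the cytosolic ribosome (-0.74), the nucleolus (0.54), the 4 epithelial markers with enough molecules (0.97), glycolysis (0.02), microtubule-based process (0.28) and intermediate filament (0.12), and the last 3 of these change sign relative to all genes under some of the alternatives. The WI-38 markers in Experiment 1 (U87 over MCF10a) lay at 2.55.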
